# Activation of DR3 signaling causes loss of ILC3s and exacerbates intestinal inflammation

**DOI:** 10.1038/s41467-019-11304-8

**Published:** 2019-07-29

**Authors:** Jingyu Li, Wenli Shi, Hanxiao Sun, Yan Ji, Yuqin Chen, Xiaohuan Guo, Huiming Sheng, Jie Shu, Liang Zhou, Ting Cai, Ju Qiu

**Keywords:** Innate lymphoid cells, Mucosal immunology

## Abstract

TNF-like ligand 1 A (TL1A) and death receptor 3 (DR3) are a ligand-receptor pair involved in the pathogenesis of inflammatory bowel disease. Group 3 innate lymphoid cells (ILC3s) regulate intestinal immunity and highly express DR3. Here, we report that activation of DR3 signaling by an agonistic anti-DR3 antibody increases GM-CSF production from ILC3s through the p38 MAPK pathway. GM-CSF causes accumulation of eosinophils, neutrophils and CD11b^+^CD11c^+^ myeloid cells, resulting in loss of ILC3s from the intestine in an IL-23-dependent manner and exacerbating colitis. Blockade of GM-CSF or IL-23 reverses anti-DR3 antibody-driven ILC3 loss, whereas overexpression of IL-23 induces loss of ILC3s in the absence of GM-CSF. Neutralization of TL1A by soluble DR3 ameliorates both DSS and anti-CD40 antibody-induced colitis. Moreover, ILC3s are required for the deleterious effect of anti-DR3 antibodies on innate colitis. These findings clarify the process and consequences of DR3 signaling-induced intestinal inflammation through regulation of ILC3s.

## Abstract (web summary)

Group 3 innate lymphoid cells (ILC3s) have important functions in inflammatory bowel disease. Here, the authors show that TL1A/DR3 signalling stimulates ILC3s to produce GM-CSF, thereby recruiting inflammatory cells, which results in subsequent IL-23-dependent loss of ILC3s and further intestinal inflammation.

## Introduction

TNF-like ligand 1A (TL1A) and death receptor 3 (DR3) are a TNF family ligand–receptor pair that is expressed in both mice and humans and has important functions in inflammatory diseases^1^. TL1A is mainly expressed by antigen presenting cells upon stimulation with Toll-like receptor (TLR) ligands or immune complexes^2^, whereas DR3 is broadly expressed by lymphocytes, including CD4^+^ T cells, CD8^+^ T cells, invariant natural killer T (iNKT) cells, and innate lymphoid cells (ILCs)^1,3^. TL1A/DR3 signaling has been reported to promote the proliferation and cytokine production by subsets of T effector cells and facilitate the progress of inflammatory diseases, such as experimental autoimmune encephalomyelitis (EAE) and allergic pulmonary diseases^1,2,4,5^.

In addition to the pro-inflammatory aspect, activation of TL1A/DR3 signaling also has an immunosuppressive role through expansion of T-regulatory cells (Tregs)^4^. This effect can be achieved by administration of an agonistic antibody against DR3 or TL1A-Ig, which is considered to be a therapeutic strategy for autoimmune diseases^6,7^. Activation of DR3 signaling has shown treatment efficacy on multiple inflammatory diseases, such as EAE, lung inflammation, and graft-versus-host diseases (GVHD)^6,8–10^, therefore sometimes leading to contradictory conclusions on the effect of TL1A/DR3 with TL1A/DR3-blockade studies. The impact of TL1A/DR3 signaling on inflammation may be determined by environmental factors.

The dual role of TL1A/DR3 signaling in inflammation is also manifested in inflammatory bowel disease (IBD). Mice lacking DR3 or TL1A are susceptible to dextran sulfate sodium (DSS)-induced colitis accompanied by reduced number of Tregs^11^. However, TL1A/DR3 signaling has been predominantly proved by numerous studies to be detrimental in IBD^12–14^. Polymorphisms of Tnfsf15 (encoding TL1A) has been linked to susceptibility to Crohn’s disease (CD) by genome-wide association studies in humans^15,16^. Expression of TL1A is enhanced in inflamed tissues of IBD patients^17^. Genetically forced expression of TL1A causes spontaneous small intestinal inflammation featured by overt type 2 innate immune responses^3,18^. Furthermore, neutralization of TL1A in chronic DSS-induced colitis ameliorates the disease, probably by limiting Th1 and Th17 responses^19^.

Group 3 innate lymphoid cells (ILC3s) and ILC2s are subsets of ILCs that lack specific T- and B-cell receptors^20^. Abundant numbers of both ILC3s and ILC2s are localized in the intestine of mice, and play crucial roles in intestinal inflammation^21,22^. Notably, DR3 has been found to be highly expressed by all subsets of ILCs^3^. TL1A transgenic mice manifest spontaneous small intestinal inflammation mediated by IL-5 and IL-13 secreted from ILC2s independently of T cells, indicating ILC2s being key targets for TL1A-driven inflammation^3,18^. In the intestine, TL1A is reported to be mainly derived from CX_3_CR1^+^ mononuclear phagocytes^23^. TL1A has been shown to promote GM-CSF and IL-22 expression from ILC3s in synergy with IL-1β and IL-23, which contributes to the immune defensive function of CX_3_CR1^+^ mononuclear phagocytes in intestinal infection^23^. Whether ILC3s participate in TL1A-mediated intestinal inflammation is unclear.

Under the steady-state of the intestine, ILC3s have been found to be a primary source for GM-CSF that is involved in intestinal inflammation through various mechanisms^24^. GM-CSF supports the induction of intestinal Tregs through accumulation of TGF-β-producing CD11b^+^CD103^+^ dendritic cells^24^. On the other hand, GM-CSF can be highly pathogenic in colitis by activating eosinophils and enhancing cytokine production from eosinophils^25^. Another report has shown that blockade of GM-CSF ameliorates α-CD40-induced innate colitis and orchestrates mobilization of ILC3s during colitis^26^. Notably, reduced number of ILC3s in α-CD40-induced innate colitis in mouse models is compatible with the observation that fraction of ILC3s is reduced in inflamed intestine of CD patients compared with non-inflamed controls^26–28^. Although the conversion of ILC3s to ILC1s has been demonstrated to be a reason for this phenomenon, other molecular mechanisms underlying the dynamics of ILC3s in IBDs may exist.

In this study, we report that α-DR3 exacerbates colitis through stimulation of ILC3s, while finally induces loss of ILC3s in the large intestine. Agonistic antibody targeting DR3 (α-DR3) robustly drives loss of ILC3s, which is accompanied by infiltration of pro-inflammatory myeloid cells. Mechanistically, α-DR3 promotes GM-CSF production from ILC3s, which leads to the accumulation of eosinophils, neutrophils, and IL-23-producing CD11b^+^CD11c^+^ cells. Blockade of either GM-CSF or IL-23 reverses α-DR3-driven ILC3 loss, whereas IL-23 eliminates ILC3s from the large intestine in the absence of GM-CSF. α-DR3 exacerbates DSS-induced colitis independently of the adaptive immune system. Strikingly, the exacerbation of DSS-induced innate colitis by α-DR3 is not observed in the absence of ILC3s, suggesting a critical role of ILC3s in initiating the inflammatory storm. Transcriptome analysis reveals upregulation of MAPK cascade-related genes in ILC3s upon α-DR3 treatment. We have further proved that p38 signaling is essential for GM-CSF production by ILC3s induced by TL1A/DR3 signaling in both mice and humans. Our finding uncovers the molecular mechanism underlying the intestinal pathology mediated through TL1A/DR3 signaling in ILC3s.

## Results

### α-DR3 induces reduction of ILC3 numbers in the large intestine

DR3 has been found to be highly expressed by subsets of ILCs in the intestine^3^. To examine the effect of DR3 signaling on intestinal ILCs, we treated mice with an α-DR3 agonistic antibody (4C12), which has been shown to boost Tregs and may be implicated in treatment of autoimmune diseases. Tregs were efficiently expanded in the large intestine by two injections of 2.5 µg of α-DR3 every other day (Supplementary Fig. 1A, B). In addition, we observed a significantly decreased proportion of NKp46^–^ILC3s among the Lineage^–^ (Lin^–^) cells in LPLs (lamina propria lymphocytes) of the large intestine (Fig. 1a, b; Supplementary Fig. 1C)^29^. There was also a mild trend toward a reduction in percentage of NCR^+^ILC3s among Lin^–^ cells (Fig. 1a, c), while percentages of ILC2s and ILC1s in Lin^–^ cells were not affected by α-DR3 treatment (Fig. 1a, d). The total number of ILC3s was also reduced (Fig. 1e). The mRNA expression of IL-22 in large intestinal LPLs was decreased upon α-DR3 treatment probably due to loss of ILC3s, which are the major sources of IL-22 (Fig. 1f)^30,31^.

**Fig. 1:**
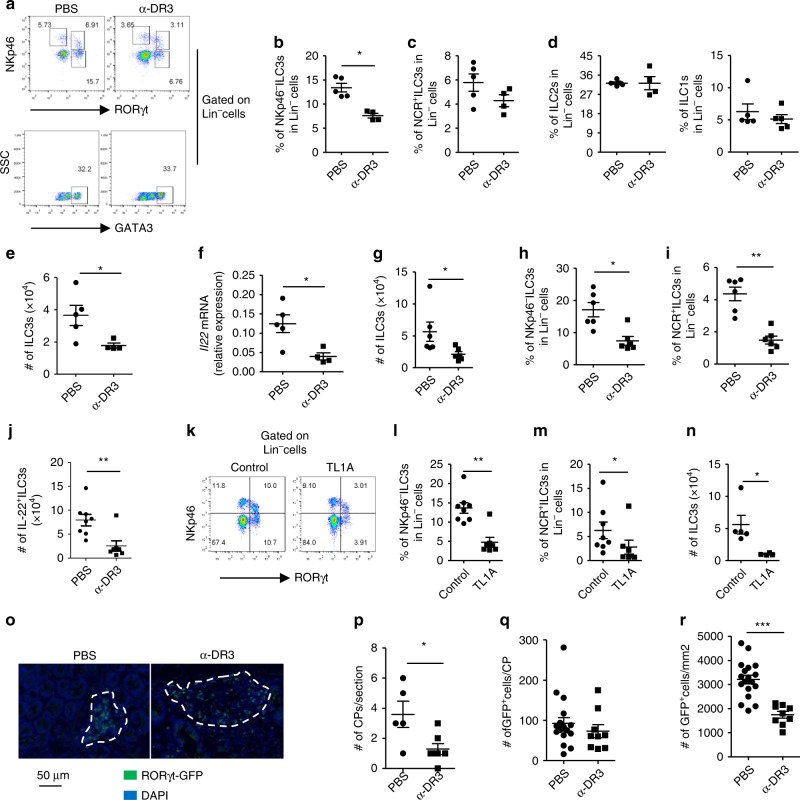
α-DR3 induces reduction of ILC3s in the large intestine independent of the adaptive immune system. Wild-type (**a**–**f**), *Rag1*^*–/–*^ mice (**g**–**j**), or *Rag1*^*–/–*^*Rorc*^*gfp/+*^ mice (**o**–**r**) were treated with α-DR3 antibody (4C12), and large intestinal lamina propria lymphocytes (LPLs) were isolated for analysis 4 days later. **k**–**n** *Rag1*^*–/–*^ mice were treated with 10 µg of the TL1A or control plasmid DNA through hydrodynamic injection, and large intestinal LPLs were isolated for analysis 4 days later. **a**–**e**, **g**–**n** Expression of RORγt, NKp46, GATA-3, IL-22, and Lineage markers (Lin, CD3, B220, CD11b, and CD11c) was analyzed by flow cytometry. Percentages of NKp46^*–*^ILC3 (Lin^*–*^NKp46^*–*^RORγt^+^) (**b**, **h**, **l**), NCR^+^ILC3 (Lin^*–*^NKp46^+^RORγt^+^) (**c**, **I**, **m**), ILC2 (Lin^*–*^GATA3^high^) (**d**), and ILC1 (Lin^*–*^NKp46^+^RORγt^*–*^) (**d**) gated on Lin^*–*^ cells are shown. **e**, **g**, **n** The total numbers of ILC3s in indicated groups are shown. **j** For detection of IL-22, large intestinal LPLs were treated with brefeldin A 2 h before cells were harvested for analysis by flow cytometry. Absolute numbers of IL-22^+^ILC3s (Lin^*–*^RORγt^+^ IL-22^+^ cells) are shown. **f** mRNA expression of IL-22 in large intestinal LPLs was analyzed by real-time RT-PCR. **o**–**r** Expression of RORγt-GFP and DAPI in colon sections was analyzed by immunofluorescence. **o** Representative structures of cryptopatches are shown. **p** Numbers of crytopatches (CP) are shown. **q** Numbers of RORγt-GFP^+^ cells (ILC3s) per CPs were counted and shown. **r** Density of RORγt-GFP^+^ cells (ILC3s) per CPs was calculated and shown. The data are means ± SEM. **a**–**r** The data are representative of at least three independent experiments. Source data are provided as a Source Data File

To identify if α-DR3-driven loss of ILC3s was dependent on the adaptive immune system, we administered α-DR3 to *Rag1*^*–/–*^ mice which lack T and B cells. The expression of DR3 was similar in subsets of ILCs from *Rag1*^*–/–*^ mice compared with wild-type mice (Supplementary Fig. 1D). Strikingly, the total number of ILC3s, as well as proportions of NCR^+^ILC3s and NKp46^–^ILC3s among Lin^–^ cells, was dramatically decreased upon α-DR3 treatment (Fig. 1g–i; Supplementary Fig. 1E). Consistently, absolute number of IL-22-producing ILC3s was decreased in α-DR3-treated mice (Fig. 1j). Similar effect on ILC3s was achieved by overexpression of TL1A in *Rag1*^*–/–*^ mice using hydrodynamic injection (Fig. 1k–n). Using *Rorc*^*gfp/+*^*Rag1*^*–/–*^ mice with a GFP reporter to indicate the expression of RORγt^32^, we analyzed the distribution of ILC3s (GFP^+^ cells) in the large intestine by immunofluorescence staining of GFP. In α-DR3-treated mice, we observed a reduction in the number of cryptopatches where ILC3s are typically localized (Fig. 1o, p)^33^. Although the total number of ILC3s per analyzed cryptopatch was not affected by α-DR3 treatment (Fig. 1o, q), the structure of cryptopatches was looser, leading to reduced density of ILC3s in individual cryptopatches (Fig. 1o, r). The above data suggest α-DR3-induced loss of ILC3s is independent of the adaptive immune system. Control IgG had no observed effect on loss of ILC3s compared with PBS (Supplementary Fig. 1F–K), we thus utilized PBS as a control in the following experiments.

### α-DR3-induced ILC3 loss is not a result of cell apoptosis in situ

The percentage of Ki67^+^ ILC3s was enhanced upon treatment with α-DR3 (Fig. 2a, b), suggesting there is no defect in proliferation of ILC3s upon α-DR3 treatment^34^. Activation of DR3 has been reported to induce cell apoptosis^35^. However, level of cleaved caspase 3, an indicator of cell apoptosis^36^, was not elevated in ILC3s at early and late time point of α-DR3-treated mice (Supplementary Fig. 2A). Furthermore, treatment of mice with zVAD-FMK, a pan-caspase inhibitor, failed to block the reduction of ILC3s induced by α-DR3 (Supplementary Fig. 2B, C). The above data indicate that α-DR3-driven loss of ILC3s is not due to cell apoptosis.

**Fig. 2:**
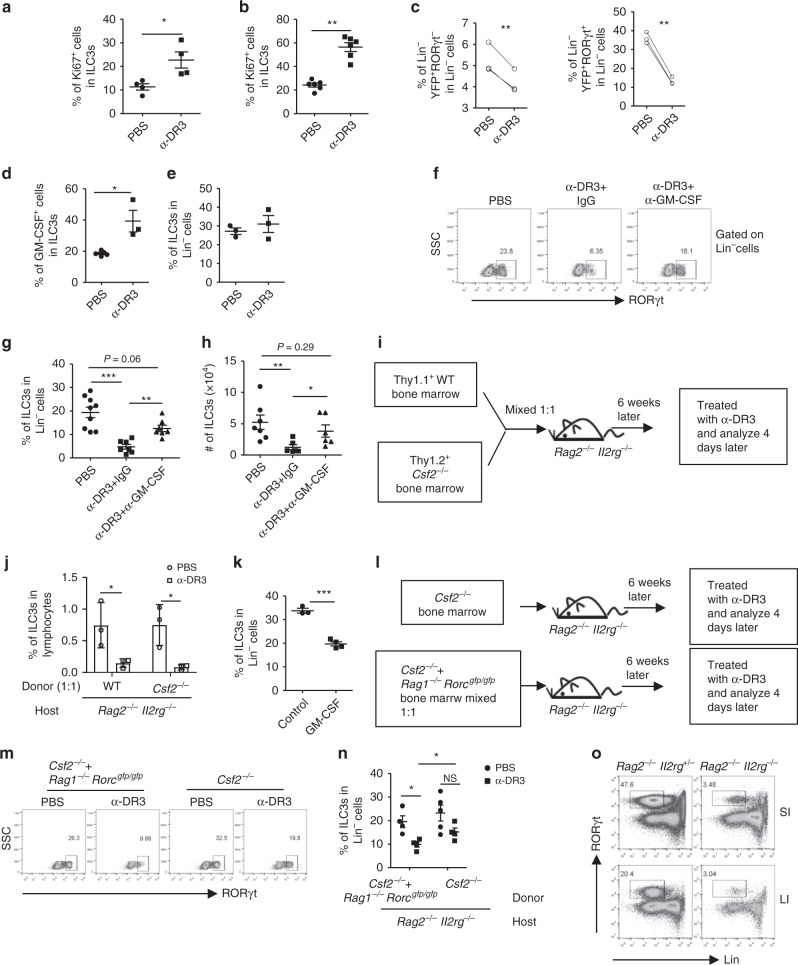
Autocrine and paracrine GM-CSF induced by α-DR3 is critical for ILC3 loss. *Rorc*^*gfp/+*^ (**a**), *Rag1*^*–/–*^*Rorc*^*gfp/+*^ (**b**), or *Rag1*^*–/–*^*Rorc-creRosa26*^*stop-YFP*^ mice (**c**) were treated with α-DR3, and large intestinal LPLs were analyzed 4 days later. **a**–**c** Expression of Ki67, Lin, RORγt, and YFP was analyzed. **a**, **b** Percentages of Ki67^+^ cells in ILC3s are shown. **c** Percentages of Lin^*–*^YFP^+^RORγt^*–*^ and Lin^*–*^YFP^+^RORγt^+^ cells in Lin^*–*^ cells are shown. **d**, **e** *Rag1*^*–/–*^ mice were treated with α-DR3 antibody, and large intestinal LPLs were isolated for analysis 24 h later. **f**–**h** Mice were treated with α-DR3 with (α-DR3+α-GM-CSF) or without (α-DR3+IgG) injection of neutralization antibody for GM-CSF. **i**, **j**, **l**–**n** *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice were half-lethally irradiated and transferred with Thy1.1^+^ wild-type bone marrow (BM) and Thy1.2^+^*Csf2*^*–/–*^ BM mixed at 1:1 ratio (**i**, **j**), *Csf2*^*–/–*^ BM, or *Csf2*^*–/–*^ BM and *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ BM mixed at 1:1 ratio (**l**–**n**). **i**, **l** Protocols for bone marrow transfer. **k** *Rag1*^*–/–*^ mice were treated with 10 µg of GM-CSF or control plasmid DNA through hydrodynamic injection, and large intestinal LPLs were isolated for analysis 4 days later. **d**–**o** Expression of Lin, RORγt, and GM-CSF in large intestinal LPLs was analyzed. **d** Percentages of GM-CSF gated on ILC3s (Lin^*–*^RORγt^+^) are shown. **f**, **m** Expression of RORγt gated on Lin^*–*^ cells were analyzed. **e**, **g**, **k**, **n** Percentages of ILC3s (Lin^*–*^RORγt^+^) gated on Lin^*–*^ cells are shown. **j** Percentages of ILC3s from wild-type origin (Lin^*–*^Thy1.1^*+*^RORγt^+^) and *Csf2*^*–/–*^ origin (Lin^*–*^Thy1.1^*–*^ RORγt^+^) in total lymphocytes are shown. **h** The total number of ILC3s are shown. The data are means ± SEM. **o** Small and large intestinal LPLs from 6-week-old littermate *Rag2*^*–/–*^*Il2rg*^*+/–*^ and *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice were isolated, and expression of lineage markers and RORγt was analyzed. Percentages of ILC3s (Lin^*–*^RORγt^+^) gated on live lymphocytes are shown. **c**, **n** Statistical analyses were performed with paired *t* test. **a**–**o** The data are representative of at least two independent experiments. Source data are provided as a Source Data File

The conversion of ILC3s to ILC1s can occur under the inflammatory status, and has been suggested to contribute to the proportional change of ILC1 and NKp44^+^ILC3 in CD patients^37,38^. To determine if α-DR3-induced loss of ILC3s was due to a fate conversion of ILC3s, we injected α-DR3 to *Rag1*^*–/–*^*Rorc-creRosa26*^*stop-YFP*^ mice, which could be used to track the fate of ILC3s by examining the expression of YFP (representing both current and historic ILC3s) and RORγt (representing current ILC3s) (Fig. 2c; Supplementary Fig. 2D)^39^. A reduction of both Lin^*–*^YFP^+^RORγt^*–*^ cells (exILC3s) and Lin^*–*^YFP^+^RORγt^+^ cells (current ILC3s) was observed in α-DR3-treated mice (Fig. 2c; Supplementary Fig. 2D). The level of exILC3s in the α-DR3-treated mice did not compensate for the loss of current ILC3s (Fig. 2c; Supplementary Fig. 2D). Consistently, no compensatory increase in numbers of ILC1s, ILC2s, or Lin^–^non-ILCs was found upon α-DR3 treatment, although there was a trend toward a proportionally increased level of ILC2s among Lin^–^ cells, probably due to primary loss of ILC3s (Supplementary Fig. 2E, F). The above data imply that fate conversion is not a key mechanism for the reduction of ILC3s induced by α-DR3 at least in situ.

### GM-CSF induced by α-DR3 is critical for ILC3 loss

Mobilization of ILC3s induced by GM-CSF has been found to cause loss of ILC3s in innate colitis^26^. A previous study has shown that TL1A promoted GM-CSF production by ILC3s in vitro^23^. When *Rag1*^*–/–*^ mice were treated with α-DR3, GM-CSF production by ILC3s was significantly enhanced 24 h after α-DR3 treatment, before loss of ILC3s was observed (Fig. 2d, e). Strikingly, blockade of GM-CSF with a neutralizing antibody efficiently prevented loss of ILC3s that was triggered by α-DR3 (Fig. 2f–h). The above data suggest that GM-CSF induced by α-DR3 is critical for loss of ILC3s in the intestine.

GM-CSF could originate from various types of immune cells during inflammation^24,40,41^. We thus questioned if paracrine source of GM-CSF could drive loss of ILC3s induced by α-DR3. We constructed bone marrow chimeric mouse on ILC-deficient *Rag2*^*–/–*^*Il2rg*^*–/–*^ recipients by mixing donor bone marrows from Thy1.1^+^wild-type and Thy1.2^+^*Csf2*^*–/–*^ mice at a 1:1 ratio (Fig. 2i). In the above system, environmental GM-CSF could be supplemented by wild-type bone marrows. After treatment with α-DR3, a significant reduction of ILC3s from *Csf2*^*–/–*^ donors was observed at a level similar to ILC3s from the wild-type donors, suggesting paracrine GM-CSF induced by α-DR3 is sufficient to induce loss of *Csf2*^*–/–*^ILC3s (Fig. 2j). In align with this scenario, systemic overexpression of GM-CSF by hydrodynamic injection also resulted in loss of ILC3s in the large intestine (Fig. 2k).

In the *Rag2*^*–/–*^*Il2rg*^*–/–*^ recipients that were reconstituted with *Csf2*^*–/–*^ bone marrow cells, no significant loss of ILC3s was induced by α-DR3, although a trend to a decrease was observed, probably due to few GM-CSF-sufficient ILC3s developmentally independent of the common gamma chain in the intestine (Fig. 2m–o). The above phenomenon confirms that hematopoietic cell-derived GM-CSF triggered by α-DR3 signaling is required for ILC3 loss. Supplementation of *Csf2*^*–/–*^ bone marrow cells with *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ bone marrow cells resulted in dramatic loss of ILC3s from *Csf2*^*–/–*^ donors in response to α-DR3 (Fig. 2m, n). This suggests that innate non-ILC3 sources of GM-CSF from the hematopoietic compartment triggered by α-DR3 could induce reduction of ILC3s in the intestine. In summary, α-DR3-induced GM-CSF from both ILC3s and non-ILC3s collectively drive the loss of ILC3s.

### IL-23 is important for α-DR3-induced loss of ILC3s

Receptor for GM-CSF is typically expressed by myeloid cells but not ILC3s, so elimination of ILC3s by GM-CSF may be indirect. Indeed, we found that the mRNA expression of both *Csf2ra* and *Csfr2b* was much lower in ILC3s than in the CD11b^+^ myeloid cells (Fig. 3a, b), and *Csf2rb* was not detected on ILC3s (Fig. 3a, b). A previous study suggests that IL-23, which could be produced by macrophage or dendritic cells, is important for pathology of α-CD40-induced colitis, in which ILC3 loss occurs^26^. We found that the mRNA expression of *Il23a* and *Il12b*, genes encoding two subunits of IL-23, was enhanced upon α-DR3 treatment (Fig. 3c). When we neutralized p40, a shared subunit by IL-23 and IL-12, loss of ILC3s driven by α-DR3 was significantly blocked (Fig. 3d–f). Consistently, blockade of IL-23 with α-p19, but not blockade of IL-12 with α-p75 neutralizing antibodies, reversed loss of ILC3s induced by α-DR3, as indicated by percentages and absolute numbers of ILC3s (Fig. 3g–j). To further investigate the effect of IL-23 or IL-12 on loss of ILC3s, we overexpressed IL-23 or IL-12 in vivo through hydrodynamic injection. Consistently, forced expression of IL-23 but not IL-12 led to a dramatic reduction of ILC3s in the large intestine (Fig. 3k, l), suggesting a key role for IL-23 in α-DR3-driven ILC3 loss.

**Fig. 3:**
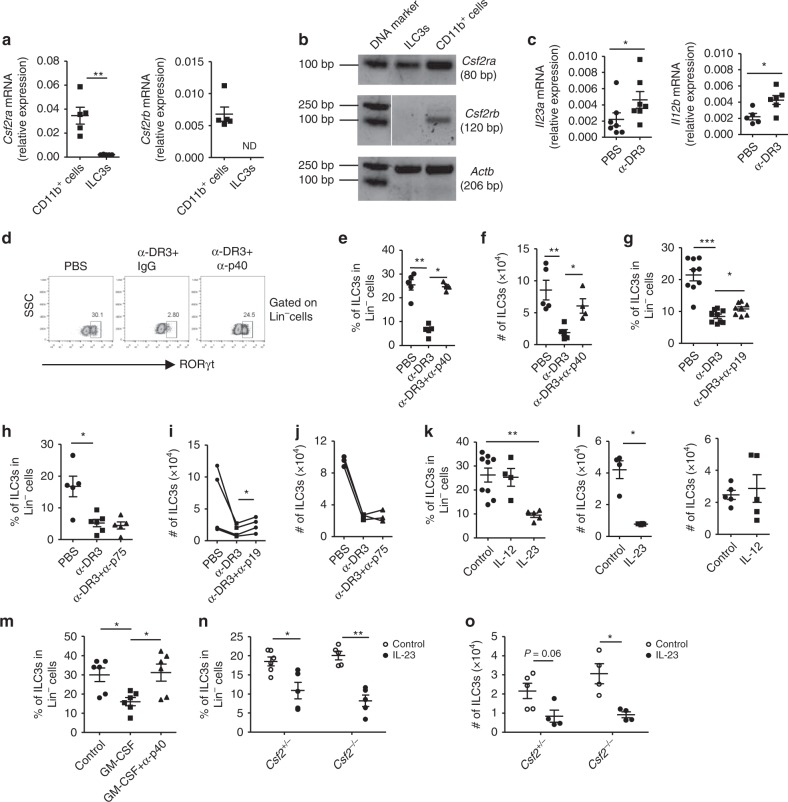
IL-23 is important for α-DR3-induced loss of ILC3s. **a** The mRNA expression of *Csf2ra* and *Csf2rb* in purified CD11b^+^ cells and ILC3s (Lin^*–*^GFP^+^) from large intestinal LPLs of *Rag1*^*–/–*^*Rorc*^*gfp/+*^ mice was analyzed by real-time RT-PCR. **b** The cDNA product from real-time RT-PCR analysis in (**a**) was analyzed by electrophoresis. **c** *Rag1*^*–/–*^ mice were treated with α-DR3 antibody. The mRNA expression of *Il23a* and *Il12b* in large intestinal LPLs was analyzed by real-time RT-PCR. **d**–**j** *Rag1*^*–/–*^ mice were treated with α-DR3 in the presence or absence (control IgG) of neutralizing antibody for p40, p19, or p75. Large intestinal LPLs were isolated for analysis on day 4 post α-DR3 treatment. **k**, **l** *Rag1*^*–/–*^ mice were treated with 10 µg of IL-12, IL-23, or control plasmid DNA through hydrodynamic injection, and large intestinal LPLs were isolated for analysis 4 days later. **m** *Rag1*^*–/–*^ mice were treated with 10 µg of GM-CSF or control plasmid DNA through hydrodynamic injection with (GM-CSF+α-p40) or without (GM-CSF+IgG) i.p. injection of neutralization antibody for p40 simultaneously. **n**, **o** Littermate mice with indicated genotypes were treated with 10 µg of IL-23 or control plasmid DNA through hydrodynamic injection. **k**–**o** Large intestinal LPLs were isolated for analysis 4 days later. **d**–**o** Expression of Lin and RORγt were analyzed by flow cytometry. **d** Expression of RORγt gated on Lin^*–*^ cells is shown. **e**, **g**, **h**, **k**, **m**, **n** Percentages of ILC3s (Lin^*–*^RORγt^+^) gated on Lin^*–*^ cells are shown. **f**, **i**, **j**, **l**, **o** The total numbers of ILC3s are shown. **a**, **c**, **e**–**h**, **k**–**o** The data are means ± SEM. **i**, **j** Dots indicate average number of ILC3s per mouse from every batch of the experiment. The data from the same batch of the experiment are connected with a solid line. Statistical analyses were performed with paired *t* test. **a**–**o** The data are representative of at least two independent experiments. Source data are provided as a Source Data File

The above findings showed that both GM-CSF and p40 were required for α-DR3-induced ILC3 loss (Figs. 2g, h, 3e, f), and that overexpression of either GM-CSF or IL-23 alone could cause reduction of ILC3s (Figs. 2k, 3k, l). However, GM-CSF overexpression failed to induce ILC3 loss when p40 was blocked (Fig. 3m). Conversely, IL-23 overexpression caused comparably profound loss of ILC3s in *Csf2*^*+/–*^ and *Csf2*^*–/–*^ mice (Fig. 3n, o). This suggests that overexpression of IL-23 could induce loss of ILC3s in a GM-CSF-independent mechanism.

### Upregulation of IL-23 by α-DR3 is dependent on GM-CSF

Upon α-DR3 treatment, loss of ILC3s was found to be accompanied by infiltration of CD11b^+^ myeloid cells (Fig. 4a–d). In wild-type mice, the total numbers and percentages of CD11b^+^CD11c^+^ cells and eosinophils (CD11b^+^CD11c^*–*^Siglec-F^+^) in live cells were dramatically enhanced (Fig. 4a, b; Supplementary Fig. 3). In *Rag1*^*–/–*^ mice, the numbers of CD11b^+^CD11c^+^cells, eosinophils, and neutrophils (CD11b^+^CD11c^*–*^Ly6G^+^) were all increased upon α-DR3 treatment (Fig. 4c; Supplementary Fig. 3). Strikingly, blockade of GM-CSF suppressed the infiltration of CD11b^+^CD11c^+^cells, eosinophils, and neutrophils in *Rag1*^*–/–*^ mice as indicated by the decreased proportion of these cells among live cells (Fig. 4d; Supplementary Fig. 3). In addition, induction of *Il23a and Il12b* mRNA expression in large intestinal LPLs was significantly suppressed when GM-CSF was neutralized (Fig. 4e). We further purified different subsets of cells that have been reported to be sources of IL-23 in the intestine (Supplementary Fig. 4A)^23,24,42–44^. Real-time RT-PCR analysis revealed that CD11b^+^CD11c^+^CD103^*–*^ cells, which include previously described sources of IL-1β/IL-23/TL1A^23,24,42^, were predominantly enriched for both *Il23a* and *Il12b* mRNA expression (Fig. 4f; Supplementary Fig. 4A). Notably, CD11b^+^CD11c^+^CD103^*–*^ cells but no other analyzed types of cells showed increased *Il23a* and *Il12b* mRNA expression in α-DR3-treated group than control (Fig. 4f; Supplementary Fig. 4A). Although a previous study suggested a direct role for GM-CSF in enhancing the mRNA expression of IL-23^45^, GM-CSF had no observed effect on *Il23a* and *Il12b* mRNA expression in purified CD11b^+^CD11c^+^CD103^*–*^ cells in vitro (Fig. 4g; Supplementary Fig. 4A). Together, these data indicate that α-DR3 leads to enhanced IL-23 expression in the intestine by accumulation of CD11b^+^IL-23-producing myeloid cells through GM-CSF. A previous study has shown that IL-23 promotes GM-CSF production from ILC3s^26^. Since both IL-23 and GM-CSF were upregulated by α-DR3 treatment (Figs. 2d, 3c), it is likely that IL-23 and GM-CSF collaboratively drive the loss of ILC3s in an autocrine loop during α-DR3-induced inflammation.

**Fig. 4:**
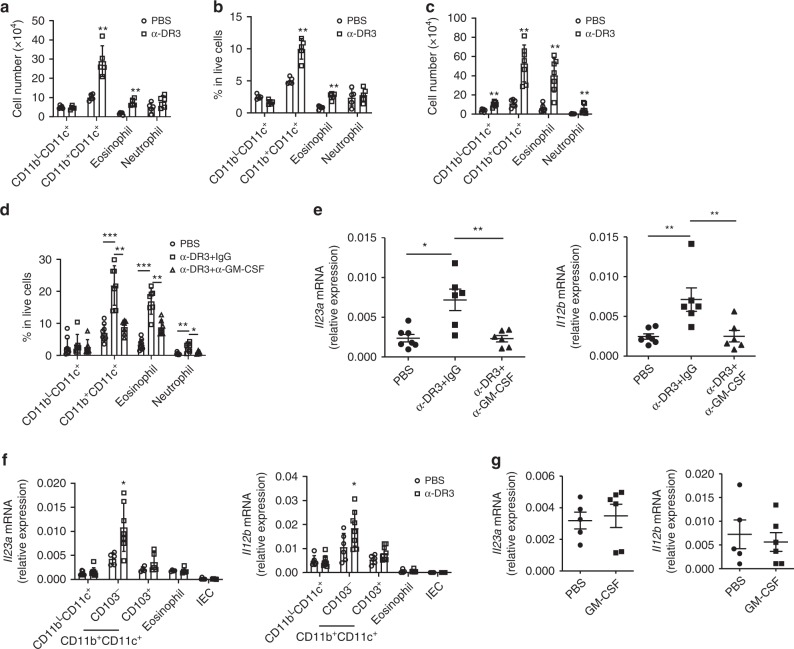
GM-CSF mediates enhancement of IL-23 induced by α-DR3. Wild-type (**a**, **b**) or *Rag1*^*–/–*^mice (**c**–**f**) were treated with α-DR3. **d**, **e** *Rag1*^*–/–*^ mice were treated with α-DR3 with (α-DR3+α-GM-CSF) or without (α-DR3+IgG) injection of neutralization antibody for GM-CSF. **a**–**f** Large intestinal LPLs were isolated for analysis 4 days after α-DR3 treatment. **a**–**d** Expression of CD11b, CD11c, CD103, Siglec-F, and Ly6G were analyzed by flow cytometry. **a**, **c** The total numbers of CD11b^L^CD11c^+^ (CD11b^L^CD11c^+^CD103^+^) cells, CD11b^+^CD11c^+^ cells, eosinophils (CD11b^+^CD11c^*–*^Siglec-F^+^), and neutrophils (CD11b^+^CD11c^*–*^Ly6G^+^) gated on live cells are shown. **b**, **d** Percentages of indicated populations gated on live cells defined in (**a**, **c**) are shown. **e** The mRNA expression of *Il23a* and *Il12b* in large intestinal LPLs was analyzed by real-time RT-PCR. **f** The mRNA expression of *Il23a* and *Il12b* in large intestinal epithelial cells (IEC), purified CD11b^L^CD11c^+^ (CD11b^L^CD11c^+^CD103^+^), CD11b^+^CD11c^+^CD103^+^ cells, CD11b^+^CD11c^+^CD103^*–*^ cells, and eosinophils (CD11b^+^CD11c^*–*^Siglec-F^+^) from large intestinal LPLs was analyzed by real-time RT-PCR. **g** CD11b^+^CD11c^+^CD103^*–*^ cells were purified from large intestinal LPLs of *Rag1*^*–/–*^ mice under the steady state and treated with PBS or GM-CSF (20 ng/ml) for 4 h. The mRNA expression of *Il23a* and *Il12b* was analyzed by real-time RT-PCR. **f** Statistical analyses were performed with Student’s *t* test. **a**–**g** The data are means ± SEM. The data are representative of at least two independent experiments. Source data are provided as a Source Data File

### α-DR3 stimulates GM-CSF production from ILC3s through p38

To determine the effect of α-DR3 on ILC3s at a genome-wide scale, we purified ILC3s from α-DR3 or PBS-treated *Rorc*^*gfp/+*^*Rag1*^*–/–*^ mice and performed transcriptome sequencing. 

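ILC3s were sorted as lineage-negative GFP-positive cells from large intestinal LPLs of *Rag1*-/- mice with a GFP reporter, 3 days after 1 µg of α-DR3 or PBS. In these mice GFP marks the ILC3s among lineage-negative cells, and the loss of *Rag1* leaves no mature T or B cells. α-DR3 is an agonistic antibody against DR3, the receptor for TL1A, which the genome lists as *Tnfrsf25*. Each group had 2 libraries, and each library came from the pooled ILC3s of several mice. The paper's methods state that the paired-end reads were mapped to GRCm38 by STAR, that expression was quantified by RSEM on the GENCODE M16 annotation, and that the groups were compared with edgeR. The authors' deposited table holds the result of that comparison for 2179 genes, with a log2 fold change, a likelihood ratio, a p-value, an FDR and the mean FPKM of each group. FPKM is the number of sequenced fragments of a gene scaled to the length of its transcript and to the number of mapped fragments of the library. In the authors' deposited table the largest p-value was 0.0498, and the larger of the group means was at least 1.005 FPKM for each gene. Read counts per library are not used here, so the depth of each library is unknown and no counting error is given.

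The FPKM values of single libraries came from the paper's supplementary files. The part of Supplementary Data 1 used here gives them for 1999 genes, which need not be a random sample of all detected genes. The FPKM values summed over these genes to 85495 and 84278 in the PBS libraries and 81880 and 80333 in the α-DR3 libraries. The Source Data of Supplementary Fig. 5A, B gives Z scores for 70 genes, from which the FPKM of each library was worked back for 69 genes with the group means of the authors' deposited table. For the 8 genes found in both sources, the worked-back values differed from the listed ones by at most 0.000293%. *Traf3* was left out because its Z scores are given in 2 versions that differ. Differences of single genes are given on the scale of log2(FPKM + 1), which understates the change of genes with low FPKM, with the SD pooled over both groups. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so single genes are described by whether both α-DR3 libraries lay above both PBS libraries or both lay below them, which chance alone gives for 33.3% of genes. The FPKM values were not rescaled between libraries. The median ratio of each library to the geometric mean of all libraries was 1.04 and 1.03 in the PBS libraries and 0.956 and 0.998 in the α-DR3 libraries.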

Total of 515 and 609 genes were found to be upregulated and downregulated, respectively, for more than 1.5-fold in ILC3s from α-DR3-treated mice compared with the control group (Supplementary Data 1 and Supplementary Fig. 4B). 

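Of all listed genes, 1190 were higher and 989 lower in ILC3s from α-DR3-treated mice in the authors' deposited table. An FDR under 0.25, a mean FPKM over 5 in either group and a ratio of mean FPKM of at least 1.5 were met by 515 upregulated and 609 downregulated genes of the authors' deposited table, so 45.8% of them were upregulated. A ratio strictly over 1.5 left 514 upregulated genes. When the 1.5-fold limit was set on the fitted log2 fold change of the authors' deposited table in place of the ratio of means, 634 genes were upregulated and 457 downregulated, or 58.1% upregulated. These held 508 of the upregulated and 444 of the downregulated genes found by the ratio of means. With an FDR under 0.05 in place of 0.25, the authors' deposited table gave 429 upregulated and 274 downregulated genes. With no limit on fold change and a mean FPKM over 1 in either group, the FDR of the authors' deposited table was under 0.05 for 646 higher and 330 lower genes.

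The libraries were compared with limma for the 1295 genes of Supplementary Data 1 with a mean FPKM over 1 in either group. At a Benjamini-Hochberg adjusted p under 0.25, limma called 121 genes higher and 182 lower in α-DR3 (39.9% higher), and at 0.05 it called 15 higher and 15 lower. After each library was divided by its median ratio, 175 genes were higher and 128 lower at 0.25 (57.8% higher), and 31 were higher and 16 lower at 0.05. Libraries with the same replicate number deviated together from their group means, with a correlation across genes of 0.254, where genes are not independent replicates. With the replicate number as a block, limma called 182 genes higher and 263 lower at 0.25, and 43 higher and 49 lower at 0.05, and these included all 303 and all 30 of the genes called without the block. Of the 243 genes in this part that have an FDR under 0.25 in the authors' deposited table, 200 also had an adjusted p under 0.25 in limma. In the other direction, 100 of the 303 genes that limma called at 0.25 were not listed in the authors' deposited table. Both α-DR3 libraries lay on the same side of both PBS libraries for 96.8% of the 247 listed genes of this part, which were selected in these same libraries, and for 46.5% of the other genes. The SD of the log2 difference between replicates was 0.40 for α-DR3 and 0.25 for PBS.

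The paper's criteria select genes by their change in these same libraries. Among the 180 genes that met the paper's criteria and have values for each library, the libraries of the groups did not overlap for 176. Of those, the authors' deposited table has the highest log2 fold changes for *Madcam1* (5.23), *Aif1l* (4.83), *Ccl17* (4.16), *Scin* (4.01) and *Tbc1d8* (3.85). The lowest in the authors' deposited table were 2210415F13Rik (-4.06), *Ccr9* (-2.07), *Cxcr3* (-1.58), *Sgsh* (-1.55) and *Ly9* (-1.48). The change of 2210415F13Rik rested on a single library, with an FPKM of 17.3 in PBS 1 and 0.76 in PBS 2 against 0.28 and 0.70 in α-DR3. In limma, *Scin* had an adjusted p of 0.0151, *Ly9* and *Sgsh* of 0.0161, *Aif1l* of 0.0475, *Tbc1d8* of 0.0602 and 2210415F13Rik of 0.284.

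**Figure D1:**
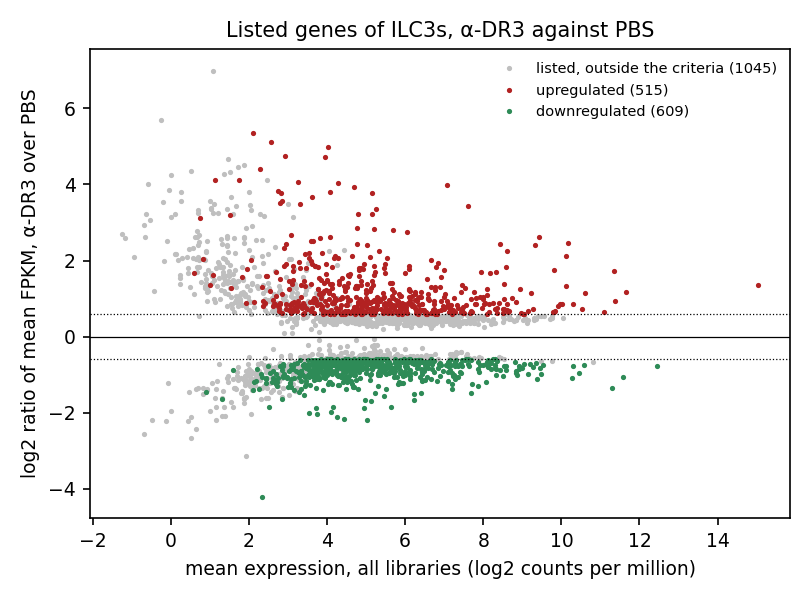
The log2 ratio of mean FPKM (α-DR3 over PBS) of each listed gene against its mean expression over all libraries (log2 CPM, counts scaled to library size), both from the authors' deposited table. The 515 upregulated genes are red, the 609 downregulated genes green and the other listed genes grey, and the dotted lines mark a ratio of 1.5 in each direction.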

Gene ontology enrichment analysis of upregulated targets in the α-DR3 treatment group revealed overrepresentation of biological processes, including cytokine mediated signaling pathway, cellular defense response, locomotion, and MAPK cascade (Fig. 5a; Supplementary Figs. 4B, 5A). 

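The source data of the 4 upregulated categories gave per-library values for 49 genes, and both α-DR3 libraries lay above both PBS libraries for 47 of them. The exceptions were *Tnfsf11*, with 359 and 895 FPKM in α-DR3 against 288 and 406 in PBS, and *Dcn*, with 14.8 and 2.56 against 3.03 and 3.29. The genes of these categories were selected as changed in these same libraries. Counts of genes whose groups lay apart, here and for each category below, are therefore no separate evidence of a change. In the cytokine category, the log2 differences of 11 genes ranged from 0.69 to 3.57, and for 7 of them the α-DR3 libraries were more than 1.5 times apart. *Ccl17* rose from 2.06 and 2.38 FPKM in PBS to 38.0 and 36.2 in α-DR3, *Cx3cl1* from 48.6 and 46.8 to 105 and 203, and *Lta* from 96.7 and 105 to 233 and 165.

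Because the gene ontology annotation is not used here, higher and lower genes were counted in 19 other gene sets, among them Reactome pathways, and tested against the remaining genes of the authors' deposited table. Of all genes listed in the authors' deposited table 54.6% were higher. Of 55 listed genes of cytokine signaling, 41 were higher in the authors' deposited table (two-sided Fisher's exact test, adjusted p = 0.0170 over the 19 sets). Some of the higher genes, such as *Il5*, *Il6* and *Csf2rb*, had a mean FPKM under 1 in PBS and could be listed only if higher. *Nod1*, under 1 in α-DR3, could be listed only if lower. The result of Fisher's exact test rests in part on this filter, and the pathway also holds MHC class II genes. When the median log2 fold change was set against 10000 random sets matched on mean expression, the adjusted p of this pathway was 0.434. Of 7 listed chemokine receptor genes 5 were higher in the authors' deposited table (adjusted p = 0.554 by Fisher's exact test).

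**Figure D2:**
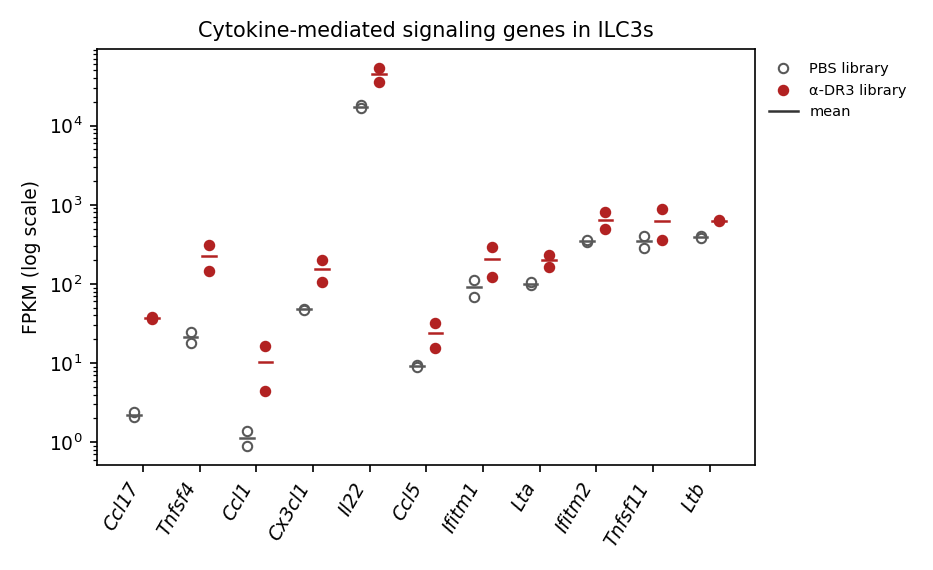
FPKM (log scale) of the 11 genes of the cytokine category in each library. Open circles are PBS libraries, filled circles α-DR3 libraries and short lines the group means; the groups overlap for *Tnfsf11* alone among these genes.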

The downregulated genes were enriched in phospholipid metabolic process, DNA repair, and biosynthetic processes (Fig. 5a; Supplementary Fig. 4B). 

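Of 20 listed genes of the Reactome DNA repair pathway, 14 were lower and 6 higher in the authors' deposited table, against 45.4% lower among all listed genes (two-sided Fisher's exact test, p = 0.0397, adjusted p = 0.108 over 19 sets). By the paper's criteria, 8 genes of this pathway were downregulated and 4 upregulated in the authors' deposited table. Of 29 listed genes of Reactome phospholipid metabolism, 13 were lower and 16 higher in the authors' deposited table (adjusted p = 1 by Fisher's exact test). Its genes that met the paper's criteria numbered 9 downregulated and 6 upregulated in the authors' deposited table. Reactome pathways hold other genes than the gene ontology processes. Fisher's exact test here compares directions among listed genes, so it cannot tell whether a process is enriched among the downregulated genes.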

We also manually categorized a series of downregulated genes functionally related to immune regulation (Supplementary Figs. 4B, 5B). 

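The source data of Supplementary Fig. 5B gave per-library values for 20 genes. For each of these genes both α-DR3 libraries lay below both PBS libraries, and the log2 differences ranged from -1.79 to -0.58. These genes too were selected as changed in these same libraries, so the separation of the groups is no separate evidence. *Nr4a1* fell from 1513 and 1518 FPKM in PBS to 683 and 495 in α-DR3, *Il2* from 69.2 and 84.4 to 34.0 and 24.7, *Tbx21* from 119 and 123.2 to 63.5 and 38.5, and *Hes1* from 24.8 and 28.4 to 13.9 and 10.3. For 12 of the 20 genes the FDR in the authors' deposited table was under 0.05. Its FDR was higher for the other 8, among them *Tnf* (0.141), *Ncr1* (0.130) and *Junb* (0.233) in the authors' deposited table. *Itgb2* (adjusted p = 0.0300), *Bcl2l1* (adjusted p = 0.0444), *Tbx21* (adjusted p = 0.0444) and *Itgb7* (adjusted p = 0.0727) were also among the genes compared with limma.

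**Figure D3:**
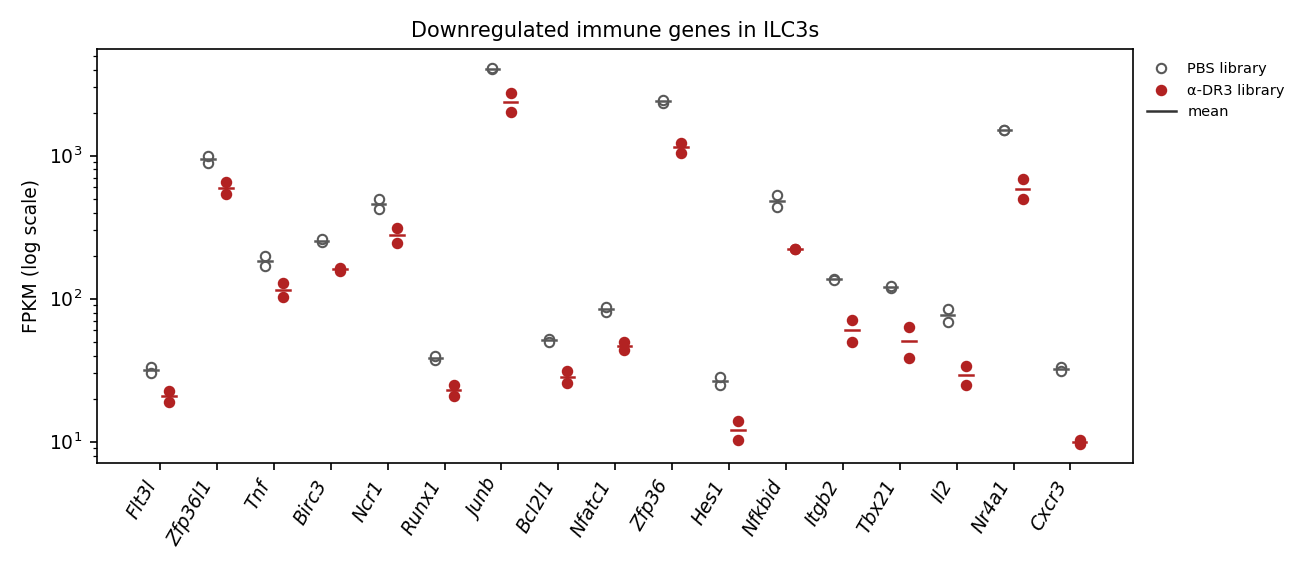
FPKM (log scale) of downregulated immune genes in each library. Open circles are PBS libraries, filled circles α-DR3 libraries and short lines the group means; both α-DR3 libraries lie below both PBS libraries for each gene.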

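*Tnfsf4* (ENSMUSG00000026700.3; chromosome 1 of GRCm38, 161395409 to 161418410 in GENCODE M21), which encodes OX40L, had 17.7 and 24.4 FPKM in the PBS libraries and 146 and 307 in the α-DR3 libraries, a log2 difference of 3.29 with an SD of 0.58. In the authors' deposited table its log2 fold change was 3.51, with an FDR of 1.57e-23. With each library left out in turn, the difference stayed between 2.75 and 3.82.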

Notably, confirmation of the downregulated expression of *RORgt* and upregulated expression of *Tnfsf4* in ILC3s from α-DR3-treated mice by real-time RT-PCR was consistent with a previously reported role for TL1A on splenic Lti cells in vitro (Fig. 5b)^46^. 

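*Ltb* (ENSMUSG00000024399.5; chromosome 17 of GRCm38, 35194439 to 35196320) had 404 and 382 FPKM in the PBS libraries and 630 and 634 in the α-DR3 libraries, a log2 difference of 0.69 with an SD of 0.04. The authors' deposited table gives it a log2 fold change of 0.78 with an FDR of 0.0158. *Il22* (ENSMUSG00000074695.2; chromosome 10, 118204942 to 118210047) had 18054 and 16794 FPKM in PBS and 53255 and 35818 in α-DR3, so its difference of 1.33 on the log2 scale was larger than the SD of 0.29. Its log2 fold change in the authors' deposited table was 1.47, with an FDR of 0.00454. From the fitted expression of the authors' deposited table, *Il22* made up 1.78% of all counts in PBS and 4.93% in α-DR3.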

Cytokines upregulated in ILC3s of α-DR3-treated mice, including *Ltb* and *Il22*, indicated enhanced function of ILC3s to recruit neutrophils (Fig. 5b)^47,48^. 

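The source data give per-library values of 15 genes of the locomotion category with a higher mean in α-DR3, with log2 differences from 0.68 to 2.88. Both α-DR3 libraries lay above both PBS libraries for 14 of them. Among chemokine receptors, *Ccr8* rose from 6.11 and 9.04 FPKM in PBS to 11.4 and 30.8 in α-DR3, and *Cxcr5* from 43.8 and 45.0 to 66.7 and 77.0. Among growth factors, *Vegfa* rose from 6.84 and 7.44 FPKM to 10.8 and 20.7 and *Pdgfa* from 9.69 and 13.7 to 29.4 and 17.4. The α-DR3 libraries were more than 1.5 times apart for 10 of the 15 genes.

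**Figure D4:**
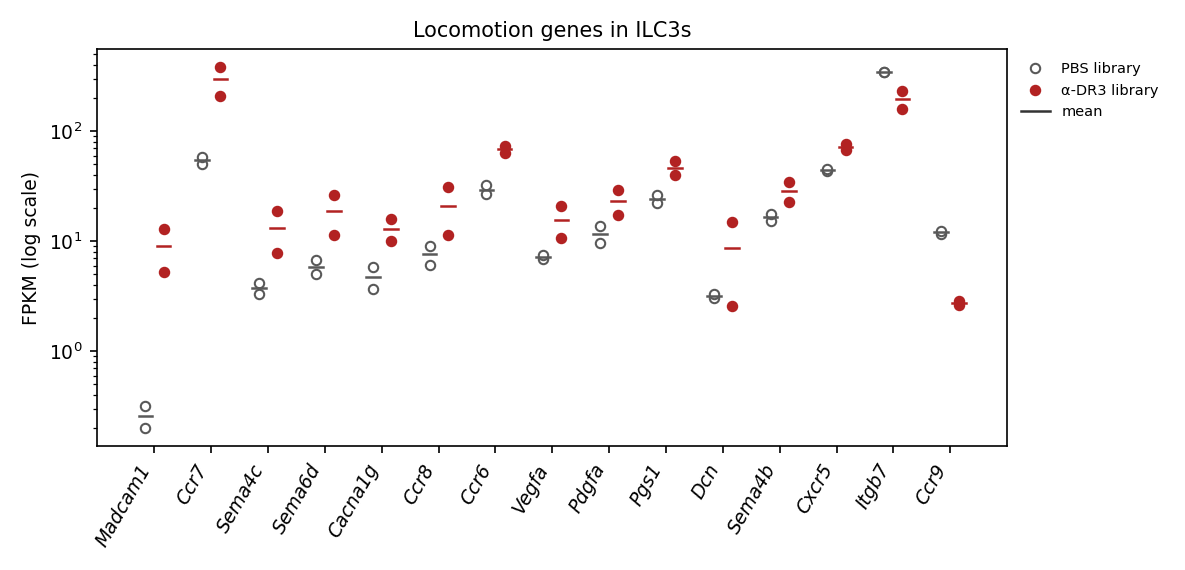
FPKM (log scale) of locomotion genes in each library. Open circles are PBS libraries, filled circles α-DR3 libraries and short lines the group means; *Itgb7* and *Ccr9* lie lower in α-DR3, the groups overlap for *Dcn*, and the others lie higher in α-DR3.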

A group of upregulated genes belonging to gene category of locomotion, consisting of chemokine receptors, Rho GTPase, and growth factors, suggested modulation of cell migration activity by DR3 signaling (Supplementary Figs. 4B, 5A, 5C)^49^. 

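*Ccr7* (ENSMUSG00000037944.8; chromosome 11 of GRCm38, 99144196 to 99155077) had 49.8 and 58.7 FPKM in the PBS libraries and 209.2 and 380 in the α-DR3 libraries, a log2 difference of 2.36 with an SD of 0.44. Its log2 fold change of 2.53 had an FDR of 9.13e-16 in the authors' deposited table. *Ccr9* (ENSMUSG00000029530.8; chromosome 9, 123678439 to 123784330) had 11.7 and 12.3 FPKM in PBS and 2.89 and 2.61 in α-DR3, a log2 difference of -1.79 with an SD of 0.06. Its FDR was 2.75e-13 in the authors' deposited table. *Itgb7* (ENSMUSG00000001281.3; chromosome 15, 102215995 to 102231944) had 346 and 341 FPKM in PBS and 229 and 158 in α-DR3, a log2 difference of -0.85 with an SD of 0.27. Its adjusted p was 0.0727 in limma, and the authors' deposited table gives a log2 fold change of -0.72 with an FDR of 0.0840.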

The upregulation of *Ccr7* together with the downregulation of *Ccr9* and *Itgb7* reflected a suppression of the retention of α-DR3-treated ILC3s in the gut (Supplementary Fig. 5C)^50,51^. However, the differential expression of CCR7 protein in ILC3s in α-DR3-treated mice was inconsistent with the change at mRNA level (Supplementary Fig. 5D). We observed no accumulation of ILC3s in other organs, including the small intestine, mesenteric lymph nodes, spleen, peritoneal cavity, or blood, suggesting ILC3s did not preferentially or specifically translocate to one of the above places (Supplementary Fig. 5E, F). 

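The authors' deposited table lists 10 MHC class II genes, including *Cd74* and *Ciita*, and all 10 were higher in α-DR3, with a median log2 fold change of 1.86 (two-sided Fisher's exact test against the other listed genes, adjusted p = 0.0170 over 19 sets). Against random sets matched on mean expression, the adjusted p was 0.00190. *H2-Aa* (ENSMUSG00000036594.7; chromosome 17 of GRCm38, 34282744 to 34287823) had 364 and 393 FPKM in the PBS libraries and 1306 and 2000 in the α-DR3 libraries, a log2 difference of 2.09 with an SD of 0.31. *H2-Ab1* rose from 358 and 342 FPKM to 1221 and 1147, and *H2-Eb1* from 166 and 173 to 897 and 1178. *H2-DMb2* (ENSMUSG00000037548.8; chromosome 17, 34143307 to 34151555) rose from 4.74 and 5.46 FPKM to 43.8 and 52.1, a log2 difference of 3.00 with an SD of 0.15. *H2-DMa* had the smallest difference among the 7 class II genes with per-library values, 0.60 with an SD of 0.11. The authors' deposited table also lists 9 markers of myeloid and dendritic cells, all higher in α-DR3. Some of these had a mean FPKM under 1 in PBS and could be listed only if higher.

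**Figure D5:**
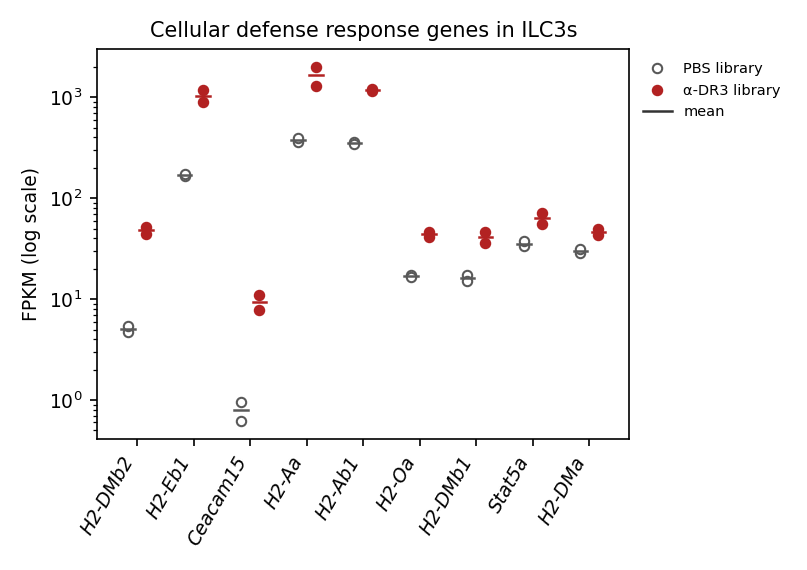
FPKM (log scale) of genes of the cellular defense category in each library. Open circles are PBS libraries, filled circles α-DR3 libraries and short lines the group means; both α-DR3 libraries lie above both PBS libraries for each gene.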

Interestingly, upregulated genes in the cellular defense response group contained a cluster of members encoding MHCII (Supplementary Figs. 4B, 5A)^52,53^. Flow-cytometric analysis confirmed the enhanced expression of MHCII at the protein level in ILC3s of α-DR3-treated mice (Supplementary Fig. 5G, H). 

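*Zfp36* (ENSMUSG00000044786.5; chromosome 7 of GRCm38, 28376784 to 28380253) had 2316 and 2465 FPKM in the PBS libraries and 1233 and 1049 in the α-DR3 libraries, a log2 difference of -1.07 with an SD of 0.12. The authors' deposited table gives it an FDR of 0.0193. *Zfp36l1* (ENSMUSG00000021127.6; chromosome 12, 80107754 to 80113013) had 890 and 990 FPKM in PBS and 649 and 540 in α-DR3, a log2 difference of -0.66 with an SD of 0.15. Its FDR of 0.260 in the authors' deposited table lay above the paper's limit of 0.25, so it was not among the downregulated genes by the paper's criteria.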

We also found that the mRNA expression of *Zfp36* and *Zfp36l1*, tristetraprolin molecules playing regulatory roles in inflammation, was decreased in ILC3s of α-DR3-treated mice (Fig. 5b)^54^.

**Fig. 5:**
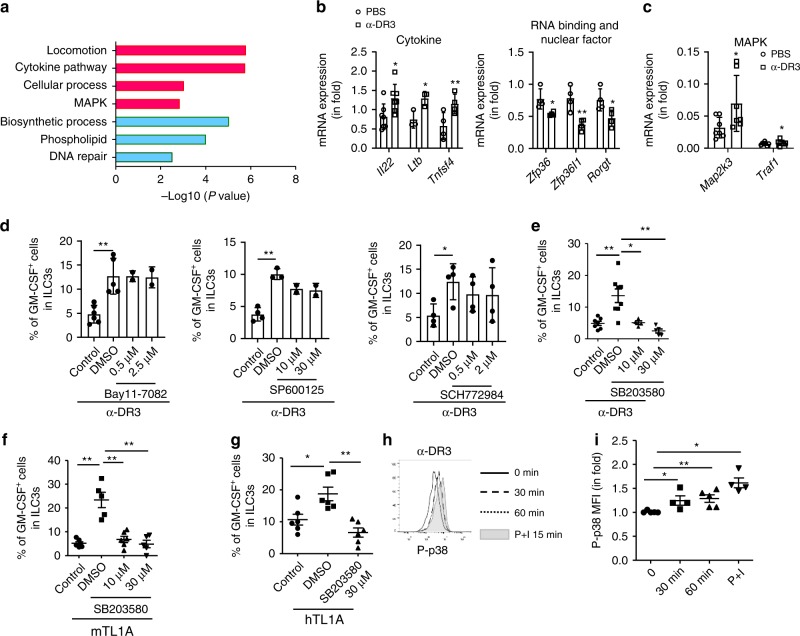
α-DR3 stimulates GM-CSF production from ILC3s through p38 signaling. **a**, **b** *Rag1*^*–/–*^*Rorc*^*gfp/+*^ mice were treated with 1 µg of α-DR3 once, and large intestinal LPLs were isolated 3 days later. **a** Duplicates mRNA of FACS purified ILC3s (Lin^*–*^GFP^+^) cells were exacted and subjected to genome-wide analysis (RNA-seq). Gene ontology enrichment analyses were performed on upregulated genes (red) and downregulated genes (green) of more than 1.5-fold in the α-DR3-treated group, and representative enriched biological processes are shown. **b** Relative expression of indicated genes in purified ILC3 (Lin^*–*^GFP^+^) was analyzed by real-time RT-PCR and normalized to the PBS group. **c** ILC3s (Thy1.2^high^CD45^intermediate^) cells were purified from *Rag1*^*–/–*^ mice and treated with PBS or α-DR3 (250 ng/ml) for 18 h. Expression of indicated genes was analyzed by real-time RT-PCR. **d**–**f** Large intestinal LPLs were isolated from *Rag1*^*–/–*^ mice. Cells were treated with PBS, TL1A (100 ng/ml), and α-DR3 (250 ng/ml) in the presence or absence (DMSO) of inhibitors for NF-kB (Bay11-7082), JNK (SP600125), ERK (SCH772984), and p38 (SB203580) for 18 h. Brefeldin A was added for the last 2 h before analysis. Expression of GM-CSF in ILC3s (Lin^*–*^RORγt^+^) was analyzed by flow cytometry and are shown. **g** Human tonsil lymphocytes were treated with PBS or human recombinant TL1A (100 ng/ml) in the presence or absence (DMSO) of inhibitors for p38 (SB203580) for 18 h. Brefeldin A was added for the last 2 h before analysis. Percentages of GM-CSF expression in ILC3s (Lin^*–*^CD127^+^CD117^+^) was analyzed and are shown. **h**, **i** Large intestinal LPLs from *Rag1*^*–/–*^ mice were treated with α-DR3 or PMA plus ionomycin for indicated time interval. **h** Expression of phosphorylated p38 (p-p38) gated on ILC3s (Lin^*–*^RORγt^+^) was analyzed and are shown in histogram. **i** MFI (mean fluorescence intensity) of p-p38 gated on ILC3s was normalized to the control group (time point 0), and fold change is shown. Statistical analyses were performed with paired *t* test (**b**) and Student’s *t* test (**c**). **e**–**g**, **i** The data are means ± SEM. **b**–**i** The data are representative of at least two independent experiments. Source data are provided as a Source Data File

In accordance with upregulation of *Ccr6* mRNA expression in ILC3s upon α-DR3 treatment, we observed a trend toward a proportional increase of CCR6^+^NKp46^–^ ILC3s and a trend toward a decrease of NCR^+^ILC3s and CCR6^–^NKp46^–^ ILC3s among the total ILC3s (Supplementary Fig. 6A, B). 

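*Ccr6* (ENSMUSG00000040899.6; chromosome 17 of GRCm38, 8236043 to 8257141) had 26.6 and 32.3 FPKM in the PBS libraries and 63.3 and 73.2 in the α-DR3 libraries of sorted ILC3s. The log2 difference was 1.19, with an SD of 0.17, and it stayed between 1.05 and 1.32 with each library left out in turn. The authors' deposited table gives a log2 fold change of 1.36 with an FDR of 2.56e-08.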

But the absolute numbers of all subsets of ILC3s were reduced (Supplementary Fig. 6C). Notably, the upregulation of MHCII expression was mainly on NCR^+^ILC3s and CCR6^–^NKp46^–^ ILC3s (Supplementary Fig. 6D), whereas the upregulation of IL-22 expression was mainly on NCR^+^ILC3s and CCR6^+^NKp46^–^ ILC3s (Supplementary Fig. 6E). Enhancement of OX40L expression was found on all subsets of ILC3s upon treatment of α-DR3 (Supplementary Fig. 6F).

The upregulation of several MAPK cascade genes implied activation of MAPK signaling, which was consistent with previously reported downstream signaling of DR3 through MAPK (Supplementary Figs. 4B, 5A)^55^. 

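In the source data of the MAPK cascade category, 13 genes had both α-DR3 libraries above both PBS libraries, with log2 differences from 0.55 to 1.52. For each of the 13 genes the second α-DR3 library was above the first, and for 6 genes they were more than 1.5 times apart. *Map2k3* (ENSMUSG00000018932.3; chromosome 11 of GRCm38, 60932033 to 60952811), an upstream kinase of p38, had 55.0 and 59.5 FPKM in PBS and 76.7 and 92.1 in α-DR3, a log2 difference of 0.55 with an SD of 0.14. Its ratio of mean FPKM was 1.47, below the 1.5-fold limit, and its log2 fold change in the authors' deposited table was 0.63 with an FDR of 0.0420. *Traf1* (ENSMUSG00000026875.7; chromosome 2, 34941750 to 34961772) had 402 and 473 FPKM in PBS and 657 and 743 in α-DR3, a log2 difference of 0.68 with an SD of 0.15. *Pak1* rose from 5.71 and 5.47 FPKM to 12.2 and 26.1, and *Mapkapk3*, whose product is a substrate of p38, from 81.3 and 81.0 to 121 and 172. Of 10 MAP kinase pathway genes named by symbol in the authors' deposited table, 8 were higher (two-sided Fisher's exact test, adjusted p = 0.207 over 19 sets). The lower ones in the authors' deposited table were *Map2k6*, the gene of another upstream kinase of p38, with a log2 fold change of -1.04 and an FDR of 0.0173, and *Mapk6*, with -0.48 and 0.172. All 4 listed genes of the Reactome p38 events were higher in the authors' deposited table (adjusted p = 0.207 by Fisher's exact test). From the upregulation of MAPK cascade genes the paper proposes that MAPK signaling was active in the ILC3s. It also reports more phosphorylated p38 in ILC3s after α-DR3 and less GM-CSF with a p38 inhibitor. Those experiments are separate from the sequencing and were not analysed here.

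**Figure D6:**
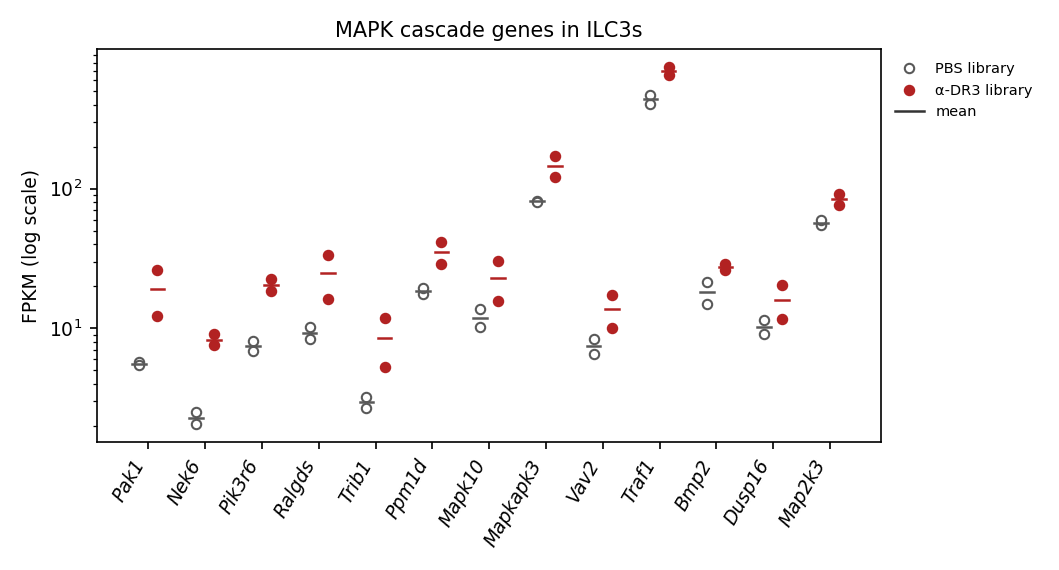
FPKM (log scale) of the 13 genes of the MAPK cascade category in each library. Open circles are PBS libraries, filled circles α-DR3 libraries and short lines the group means; both α-DR3 libraries lie above both PBS libraries for each gene.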

We have confirmed by real-time RT-PCR that the expression *Map2k3* and *Traf1* was significantly upregulated when purified ILC3s were treated with α-DR3 in vitro (Fig. 5c; Supplementary Fig. 4C). We then investigated if GM-CSF expression, which was a key event for inflammatory storm driven by α-DR3, was regulated by the MAPK pathway. Using a series of small molecule inhibitors, we found that inhibitors of p38 (SB203580), but not NF-κB (Bay11-7082), JNK (SP600125), or ERK (SCH772984), dramatically suppressed α-DR3-induced GM-CSF expression in ILC3s induced by α-DR3 (Fig. 5d, e). TL1A-induced GM-CSF expression by ILC3s was similarly inhibited by SB203580 (Fig. 5f). Importantly, TL1A-induced GM-CSF in human tonsil ILC3s was also suppressed by SB203580, suggesting a conserved regulation of GM-CSF by p38 in mice and humans (Fig. 5g). Consistent with this observation, an increased level of phosphorylated p38 was observed in ILC3s within 1 h of α-DR3 treatment (Fig. 5h, i). SB203580 had no cytotoxic effects on human or mouse ILC3s, as indicated by the comparable percentages of live lymphocytes, similar number of ILC3s and no reduction of proportions of ILC3s among lymphocytes in SB203580-treated groups compared with control groups (Supplementary Fig. 7). Therefore, the suppression of GM-CSF expression in ILC3s by SB203580 was not due to cytotoxicity. The above data suggest that α-DR3 signals through the p38 pathway to induce the expression of GM-CSF by ILC3s.

### DR3-Fc treatment ameliorates α-CD40-induced colitis

During α-CD40-induced colitis, the mRNA expression of TL1A was significantly elevated (Fig. 6a). To evaluate the role of TL1A/DR3 signaling in α-CD40-induced intestinal pathology, we neutralized TL1A by treating mice with DR3-Fc, a synthesized decoy receptor for TL1A by expression of DR3 conjugated with mouse-Fc (Fig. 6b–j). We found that the DR3-Fc-treated mice lost less body weight and recovered sooner than vehicle or IgG-treated group in α-CD40-induced colitis (Fig. 6b). Moreover, colon length in DR3-Fc-treated group was longer (Fig. 6c, d). Percentages of neutrophils in the LPLs were decreased in DR3-Fc-treated mice (Fig. 6e). Histological analysis using hematoxylin and eosin (H&E) staining showed less severe inflammation in DR3-Fc-treated mice (Fig. 6f, g). Consistent with the function of α-DR3 in promoting GM-CSF expression by ILC3s, we observed reduced GM-CSF expression by ILC3s in DR3-Fc-treated mice 24 h after α-CD40 injection (Fig. 6h). The above data indicate a pathogenic role for TL1A in α-CD40-induced colitis.

**Fig. 6:**
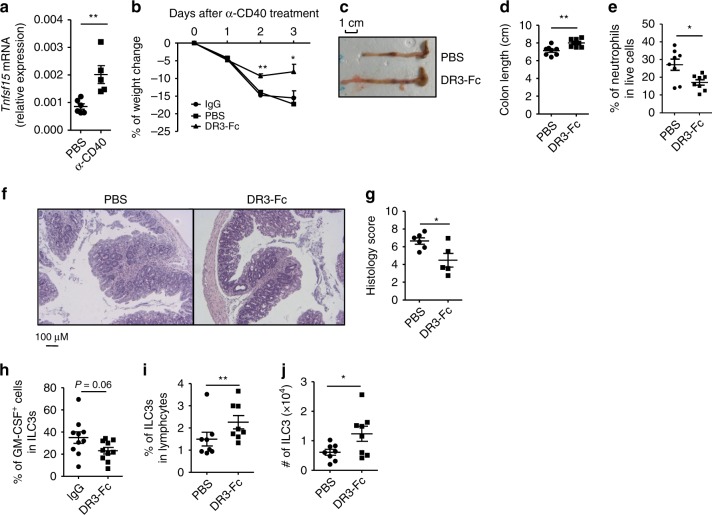
DR3-Fc treatment ameliorates α-CD40-induced colitis. Female littermate *Rag1*^*–/–*^ mice were injected with 50 µg of α-CD40. **a** Expression of *Tnfsf15* mRNA in large intestinal LPLs was analyzed by real-time RT-PCR 48 h after treatment. **b**–**j** 200 µg of DR3-Fc or control IgG or PBS were i.p. administered daily from day 0. **c**–**g**, **i**, **j** Mice were killed for analysis on day 3. **b** Percentages of weight change are shown. Representative picture of large intestine (**c**) and lengths of colons (**d**) from indicated groups are shown. **e**, **h**, **i** Large intestinal LPLs were isolated, and the expression of Lin, RORγt, CD11b, and Ly6G was analyzed by flow cytometry. **e** Percentages of neutrophils (CD11b^+^Ly6G^+^) in live cells are shown. **i** Percentages of ILC3s (Lin^*–*^RORγt^+^) gated on lymphocytes are shown. **j** The total numbers of ILC3s were calculated and are shown. **h** Mice were killed for analysis 24 h later after α-CD40 injection, and large intestinal LPLs were isolated. Expression of Lin, RORγt, and GM-CSF was analyzed by flow cytmetry. Percentages of GM-CSF^+^ cells in ILC3s are shown. Statistical analysis was performed with Student’s *t* test. **f** Paraffin-embedded colon sections were stained with hematoxylin and eosin (H&E). Scale bar is 100 µm. **g** Histological scores were evaluated and shown. The data are means ±;SEM. **a**–**j** The data are representative of at least two independent experiments. Source data are provided as a Source Data File

Loss of ILC3s has been reported in α-CD40-induced colitis in previous study^26^. We found that blockade of TL1A by DR3-Fc significantly restored the cell numbers and percentages of ILC3s in lymphocytes compared with control (Fig. 6i, j), whereas no effect of DR3-Fc on percentages and numbers of ILC3s was observed under the steady state (Supplementary Fig. 8A, B). These results suggest an essential role for TL1A/DR3 signaling in ILC3 loss during innate colitis.

### α-DR3 exacerbates innate colitis in an ILC3-dependent manner

A previous study showed that blockade of TL1A ameliorated chronic DSS-induced colitis by suppression of Th1 and Th17 responses in wild-type mice^19^. In DSS-induced colitis in *Rag1*^*–/–*^ mice, we found that DR3-Fc-treated mice lost less weight and had increased colon length (Fig. 7a, b; Supplementary Fig. 8C). The total numbers of neutrophils were less in DR3-Fc-treated mice (Fig. 7c). This suggests that TL1A/DR3 signaling is pathogenic in DSS-induced colitis in the absence of the adaptive immune system. Consistent with the protective effect of DR3-Fc in colitis, α-DR3-exacerbated DSS-induced colitis in wild-type mice manifested by more rapid rate of weight loss, despite a promotive effect on immune-suppressive Tregs (Fig. 7d; Supplementary Fig. 8D). In DSS-induced colitis, α-DR3-treated mice showed shorter colon lengths (Fig. 7e; Supplementary Fig. 8E), enhanced numbers of neutrophils and eosinophils (Fig. 7f), and exacerbated intestinal pathology characterized by damage to the epithelial cells and infiltration of leukocytes than control group (Fig. 7g; Supplementary Fig. 8F). In *Rag1*^*–/–*^ mice, α-DR3 treatment similarly caused a more rapid rate of weight loss (Fig. 7i), shorter colons (Fig. 7j; Supplementary Fig. 8G), increased number of neutrophils and eosinophils in lamina propria (Fig. 7k), as well as more severe intestinal pathology during DSS-induced colitis compared with controls (Fig. 7l; Supplementary Fig. 8H). Furthermore, in both wild-type and *Rag1*^*–/–*^ mice, the exacerbation of colitis in α-DR3-treated group was accompanied by loss of ILC3s (Fig. 7h, m). Therefore, α-DR3-exacerbated DSS-induced colitis independently of the adaptive immune system.

**Fig. 7:**
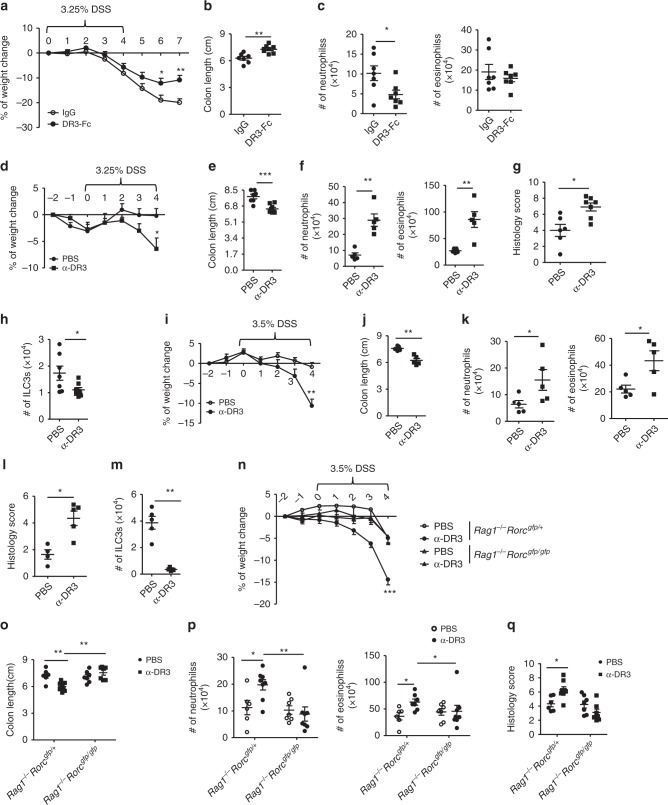
α-DR3 exacerbates DSS-induced innate colitis through an ILC3-dependent manner. Littermate *Rag1*^*–/–*^ (**a**–**c**, **i**–**m**), wild-type (**d**–**h**), *Rag1*^*–/–*^*Rorc*^*gfp/+*^, and *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ mice (**n**–**q**) were fed with DSS in drinking water as indicated in **a**, **d**, **i**, and **n**. **a**–**c** 200 µg of DR3-Fc or control IgG were i.p. administered daily from day 3–6. **d**–**q** 2.5 µg (for wild-type mice) or 1 µg (for mice of *Rag1*^*–/–*^ background) α-DR3 antibody or PBS was i.p. injected to mice on day −2, 0, and 2 post DSS treatment. **a**, **d**, **i**, **n** Percentages of weight change are shown. **b**, **e**, **j**, **o** Lengths of colons are shown. **c**, **f**, **h**, **k**, **m**, **p** Large intestinal LPLs were isolated on day 4 (except for on day 7 for c) post DSS treatment, and the expression of CD11b, Ly6G, Siglec-F, Lin, and RORγt were analyzed by flow cytometry. **c**, **f**, **k**, **p** Absolute numbers of neutrophils (CD11b^+^Ly6G^+^) and eosinophils (CD11b^+^SiglecF^+^) were analyzed by flow cytometry, calculated, and shown. **h**, **m** Absolute numbers of ILC3s (Lin^*–*^RORγt^+^) were analyzed by flow cytometry, calculated, and shown. **g**, **l**, **q** Paraffin-embedded colon sections were subjected to H&E staining, and histological scores are evaluated and shown. The data are means ± SEM. **a**–**q** The data are representative of at least two independent experiments. Source data are provided as a Source Data File

Previous studies have shown that enhanced TL1A/DR3 signaling results in small intestinal inflammation by promoting the function of ILC2s^3,18^. To delineate the role of ILC3s in TL1A/DR3-induced inflammation, we administered α-DR3 and induced DSS colitis in littermate *Rag1*^*–/–*^*Rorc*^*gfp/+*^ and *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ mice. The latter lacked ILC3s. Without α-DR3 treatment, *Rag1*^*–/–*^*Rorc*^*gfp/+*^ and *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ mice exhibited similar percentages of weight loss (Fig. 7n), colon length (Fig. 7o; Supplementary Fig. 8I), and intestinal pathology as indicated by the infiltration of neutrophils/eosinophils and histological changes in the colon tissues (Fig. 7p, q; Supplementary Fig. 8J). However, α-DR3 exacerbated the colitis indicated by above indexes in *Rag1*^*–/–*^*Rorc*^*gfp/+*^, but not in *Rag1*^*–/–*^*Rorc*^*gfp/gfp*^ mice, suggesting ILC3s are required for the pathogenic effect of α-DR3 in DSS-induced innate colitis (Fig. 7n–q; Supplementary Fig. 8I, J). Loss of ILC3s was observed in *Rag1*^*–/–*^*Rorc*^*gfp/+*^ mice upon α-DR3 treatment (Supplementary Fig. 8K). However, the activation of ILC3s by α-DR3 signaling at an early phase may serve as a prerequisite for exacerbation of colitis by α-DR3. We therefore conclude ILC3s are indispensable for α-DR3-exacerbated DSS-induced colitis in *Rag1*^*–/–*^ mice.

## Discussion

DR3 exhibits broad expression profile among lymphocytes and regulates inflammation in dual directions^1,3^. The activation of DR3 signaling by an agonistic antibody has been proved to be effective in alleviating GVHD and lung allergy in mouse models by promoting Tregs^6,8–10^. The activation of DR3 signaling has also been indicated to be applied in immuno-cancer therapy by facilitating the CD8^+^T-cell responses^56^.

However, TL1A/DR3 signaling is considered to play a pathogenic role in IBD through various mechanisms, which brings forward a high risk for the exacerbation of intestinal inflammation by activation of DR3 signaling^12^. In this study, we have found that activation of DR3 signaling leads to exacerbation of the colitis through targeting ILC3s, which were finally eliminated from the intestine through GM-CSF/IL-23-dependent mechanism. In wild-type mice, targets for α-DR3 are broad and include subsets of CD4^+^ T effector cells, CD8^+^ T cells, and ILCs^1,3^, and the exacerbating effect of α-DR3 may be a reflection of multifaceted immune responses influenced by DR3 signaling. In *Rag1*^*–/–*^ mice, targets for DR3 are more limited, and this model provided us a simpler system to delineate the impact of α-DR3 on ILC3s.

A previous study showed that TL1A or DR3-deficient mice were susceptible to DSS-induced colitis due to impaired maintenance of Tregs^11^. In addition, a recent study reported that mice with genetic deletion of DR3 specifically on ILC3s were more susceptible to DSS-induced colitis, mainly due to decreased IL-22 from ILC3s^57^. Our data, together with a previous report, suggest that TL1A/DR3 signaling plays a pathogenic role in DSS-induced colitis^19^. The discrepancies among the above findings on the role of DR3 in innate colitis may be due to differential experimental settings using genetic-deficient mice compared with transient blockade of DR3 signaling using TL1A neutralization antibody or DR3-Fc. Genetic deficiency of TL1A or DR3 could be considered as a long-term prevention protocol for colitis, which could not be completely represented with antibody blockade. It is possible that in mice with genetic deficiency of DR3 on ILC3s, constantly suboptimal level of IL-22 from birth makes the individual more susceptible to exacerbated colitis led by lack of IL-22. Whereas in antibody treatment experiments, blockade of TL1A or DR3 started after onset of DSS-induced colitis, before which no possibly impaired epithelial integrity due to lack of IL-22 occurred. Therefore, blockade of TL1A/DR3 using antibodies resulted in ameliorated colitis likely by suppressing the pathogenicity of ILC3s. In the future, it will be necessary to test whether a prevention protocol by long-term blockade of TL1A/DR3 using antibodies would increase the susceptibility to intestinal inflammation.

We have demonstrated that α-DR3 treatment results in the accumulation of IL-23-producing myeloid cells through GM-CSF and promotes the function of CD11b^+^CD11c^+^CD103^*–*^ cells to express IL-23 at the mRNA level. A previous study has shown that GM-CSF production from ILC3s can be enhanced by IL-23^26^. It is possible that DR3 signaling works in synergy with IL-23 to induce GM-CSF production from ILC3s, generating a positive feedback loop for the progression of inflammation. Furthermore, CD11c^+^MHCII^high^ myeloid cells have been found to localize closely with ILC3s in cryptopatches or lymphoid follicles during colitis, which may allow for prompt crosstalk between the two^26,33^. Except for GM-CSF, IL-23 could also enhance the production of IL-17, IL-22, and IFN-γ from ILC3s, which further facilitate the recruitment of pro-inflammatory myeloid cells^58^. Therefore, although GM-CSF could be from other sources, on the basis that they are IL-23R-expressing cells and neighbors of IL-23-producing cells, ILC3s appeared to be an irreplaceable effector population in α-DR3-exacerbated innate colitis.

We have shown that IL-23 induces loss of ILC3s from the intestine even in the absence of GM-CSF. Consistent with this observation, another study found that IL-23 administration caused loss of ILC3s from the small intestine^59^. The reduction of proportion of IL-22-producing ILC3s is phenotypically in accordance with the situation in CD patients^27,28^. IL-23-driven loss of ILC3s may be a critical though not unique mechanism for this phenomenon. The correlations among TL1A, GM-CSF, IL-23 expression, and reduction of IL-22-producing ILC3s in patients with IBD needs to be further investigated. Interestingly, a recent study demonstrated that IL-23 mediates the expulsion of T, B, and NK cells in the mouse model of lung tumor^60^. Therefore, IL-23 may directly or indirectly orchestrate profiles of chemotaxis in local environment and result in reorganization of the composition of immune cells. Further understanding the molecular mechanism underlying exclusion of immune cells by IL-23 will provide insights into pathogenesis of IBD and tumors.

We demonstrated that loss of ILC3s induced by α-DR3 is less likely due to apoptosis or fate conversion in situ. It is possible that ILC3s undergo other forms of cell death independently of caspase 3 such as necroptosis^61^. Mice with genetic deficiency for key signaling molecules controlling other forms of cell death will help to test this possibility. Search for ILC3s in multiple tissues failed to locate accumulation of ILC3s in the small intestine, mesenteric lymph nodes, spleen, peritoneal cavity, or blood. Although fate conversion of ILC3s was not found in situ, it is also possible that ILC3s first migrate to other organs and then fate conversion of ILC3s takes place. A thorough spatial–temporal inspection for ILC3s locally and in various organs, especially with the facilitation of *Kaede* mouse and intravital microscopy, is required for further elucidation of the mechanisms for loss of ILC3s^62,63^.

A previous study suggests that mobilization of ILC3s out of the cryptopatches may play a role in coordination and perpetuation of the inflammation in the gut^26^. However, final reduction of ILC3s can result in contraction of the inflammation, which works as an efficient feedback mechanism to control overt inflammatory responses. The strategies we used for blocking loss of ILC3s using α-GM-CSF, α-p19, α-p40, or DR3-Fc in this study may also simultaneously ameliorate colitis by limiting the pathogenicity of ILC3s or other mechanisms^26,64^. This makes it difficult for us to assess the consequence of loss of ILC3s per se, without affecting cytokine production of ILC3s. One would suspect abnormal retention of pro-inflammatory ILC3s would lead to persistent inflammation and severe tissue damage, which would be important to investigate in the future.

## Methods

### Mice

Wild-type mice were purchased from Shanghai SLAC Laboratory Animal Co. *Rag1*^*–/–*^, *Csf2*^*−/−*^, *Rorc*^*gfp/gfp*^, *Rorc-cre*, *Rosa26*^*stop-YFP*^, and Thy1.1 mice were purchased from Jackson laboratory. *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice were purchased from Taconic Biosciences. Mice used for in vivo studies were littermate controlled and were 6–10 weeks old. Both male and female mice were used unless otherwise noted. All mice used in this study are on C57BL/6 background, and were maintained in specific pathogen-free conditions. In DSS-induced colitis, α-CD40-induced colitis and other in vivo experiments, littermate mice were co-housed since weaning and randomly separated into control and treatment groups to avoid variation in distribution of microflora. All mice were fed with a plain commercial diet (Silaikang, Shanghai). Mice were housed in corn-cob-bedding cages in a room with the light–dark cycle (lights on at 6:00 and off at 18:00). All animal experiments were performed in compliance with the guide for the care and use of laboratory animals, and were approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### In vivo treatment of mice with antibodies

Mice on a wild-type or *Rag1*^*–/–*^ background were i.p. injected with agonistic antibody against DR3 (4C12, Biolegend) at 2.5 µg and 1 µg, respectively, every 2 days. Control mice were injected with same amount of Isotype Hamster IgG (Biolegend) or PBS. Unless otherwise noted, mice were killed for analysis 4 days after the first injection. For some experiments, rat IgG (Sangon Biotech) or neutralization antibodies targeting GM-CSF (MP1-22E9, Bioxcel), p40 (C17.8, Bioxcel), p19 (G23-8, Thermo Fisher Scientific), and p75 (R2-9A5, Bioxcel) were injected at a dose of 250 µg on day 0 and day 2. Mice were killed for analysis on day 4 upon α-DR3 treatment. Same protocol of blocking antibody treatment was performed on day 0 and day 2 of hydrodynamic injection experiments.

### Hydrodynamic gene delivery

Control vector (pRK) and pRK-IL-23 have been previously described. pRK-GM-CSF and pRK-TL1A were generated by cloning the coding sequence of mouse GM-CSF and TL1A to pRK vector, respectively. Generation of pRK-IL-12 was performed according to previously published method^65^: coding sequence of *Il12b* (the stop codon was deleted) and *Il12a* (the first 22 amino acids were deleted) was linked by a (Gly_4_Ser_3_)_3_ linker and cloned to the pRK vector. Plasmid DNA was introduced into mice using a hydrodynamic tail vein injection. Briefly, 10 µg of DNA/mouse was diluted in 1.5 to 2.0 ml of TransIT-EE Hydrodynamic Delivery Solution (Mirus) at 0.1 ml/g body weight. The DNA solution was injected into mice through the tail vein using a 27-gauge needle within a time period of 5 to 10 s. Hydrodynamic injection was performed only once, and mice were killed 4 days after injection.

### Bone marrow transfer

*Rag2*^*−/−*^*Il2rg*^*−/−*^ mice were irradiated at 550 rads once, and immediately transferred with 5 × 10^6^ donor bone marrow cells. Chimeric mice were used for further experiments 6 weeks after transfer.

### Isolation of intestinal LPLs and intestinal epithelial cells

Small or large intestines were dissected, fat tissues and peyer’s patches were removed. Intestines were cut open longitudinally and washed in PBS. Intestines were then cut into 3-cm-long pieces, washed, and shaken in PBS containing 1 mM DTT for 10 min at RT. Intestines were incubated with shaking in PBS containing 30 mM EDTA and 10 mM HEPES at 37 °C for 10 min for two cycles. Supernatant from the first round of EDTA was saved as intestinal epithelial cells. The tissues were then digested in the RPMI1640 medium (Thermo Fisher Scientific) containing DNase I (150 µg/ml, Sigma) and collagenase VIII (200 U/ml, Sigma) at 37 °C in a 5% CO_2_ incubator for 1.5 h. The digested tissues were homogenized by vigorous shaking and passed through 100-µm cell strainer. Mononuclear cells were then harvested from the interphase of an 80 and 40% Percoll gradient after a spin at 2500 rpm for 20 min at RT.

### Cell suspension preparation from different tissues

Peritoneal lavage cells were isolated by flushing the peritoneal cavity with 10 ml of PBS. Cell suspensions were prepared from the spleen, and mesenteric lymph nodes by gentle mechanical disruption and passed through a 50-µm nylon mesh. Blood was collected by the heart punctures. Mononuclear cells from the blood were isolated from interface of Ficoll-Paque density-gradient centrifugation at 2500 rpm for 20 min at RT.

### Flow cytometry

Anti-mouse CD16/32 antibody was used to block the nonspecific binding to Fc receptors before all surface stainings. Dead cells were stained with live and dead violet viability kit (Invitrogen), and were gated out in analysis. Antibodies used for regular flow cytometry are listed in Supplementary Table 1. α-p-p38 was from Cell signaling Technology. For nuclear stainings, cells were fixed and permeabilized using a Mouse Regulatory T Cell Staining Kit (Thermo Fisher Scientific). BD Cytofix/Cytoperm™ kit was used for detection of GM-CSF production. In brief, cells were stimulated by PMA (50 ng/ml, Sigma) and ionomycin (500 ng/ml, Sigma) for 4 h, except for experiments using compound inhibitors in Fig. 5 and S5, where PMA and ionomycin stimulation were not used. Brefeldin A (2 µg/ml, Sigma) was added for the last 2 h before cells were harvested for analysis. For detection of p-p38, cells were first fixed with the BD Cytofix kit and permeablized with 100% methanol followed by staining with rabbit–anti-mouse–p-p38 and APC-goat–anti-rabbit–IgG. Flow-cytometry data were collected using the Gallios flow cytometer (Beckman). Sorting of cells were performed on the Moflo Astrios cell sorter.

### Histological analysis

Tissues from proximal colon were dissected and fixed with 4% paraformaldehyde. Tissues were then embedded in paraffin, sectioned at 5 µm, and stained with H&E. Sections were then blindly analyzed using the light microscope (Olympus), and scored according to a previously described scoring system^66^. The four parameters used include (i) the degree of inflammatory infiltration in the LP, range 1–3; (ii) Goblet cell loss as a marker of mucin depletion, range 0–2; (iii) mucosal erosion to frank ulcerations, range 0–2; and (iv) submucosal spread to transmural involvement, range 0–2.The severity of inflammation in sections of the colon was based on the sum of the scores in each parameter (maximum score = 9).

### Immunofluorescence

*Rag1*^*–/–*^*Rorc*^*gfp/+*^ mice were perfused with 20 ml 1 × PBS followed by 20 ml 4% paraformaldehyde (PFA) in PBS. Large intestines were washed three times with 1 × PBS at 4 °C, cut open, rolled up with inside out, and dehydrated in 30% sucrose overnight at 4 °C. Whole intestinal Swiss rolls were embedded in OCT (Tissue-Tek^®^) at −80 °C for at least 6 h. The frozen tissue blocks were cut into 5 µm slices. After blocked with 1% BSA, sections were stained with anti-GFP-Alexa Fluor^®^488 (Thermo Fisher Scientific) and 4,6 diamidino-2-phenylindole (DAPI, Thermo Fisher Scientific). Sections were then observed on a fluorescence microscope Zeiss Axio Imager A2. Areas of cryptopatches were analyzed by ImageJ software (National Institutes of Health, Bethesda, MD, USA). Density of ILC3s in observed cryptopatch was calculated by the area of cryptopatches divided by the number of GFP+ cells.

### RNA-seq analysis

About 2 × 105 sorted large intestinal ILC3s (Lin^−^GFP^+^ cells) were pooled from 3–6 mice and lysed in Trizol (Invitrogen). The total RNA was extracted. Biological duplicates were generated for each group. The total RNA sample is digested by DNaseІ (NEB), and purified by oligo-dT beads (Dynabeads mRNA purification kit, Invitrogen), then poly(A) containing mRNA were fragmented into 130 bp with First-strand buffer. First-strand cDNA is generated by N6 primer, First Strand Master Mix and Super Script II reverse transcription (Invitrogen) (reaction condition: 25 °C for 10 min; 42 °C for 40 min; 70 °C for 15 min). Then add Second Strand Master Mix to synthesize the second-strand cDNA (16 °C for 1 h). Purified the cDNA with Ampure XP Beads (AGENCOURT), then combine with End Repair Mix, incubate at 20 °C for 30 min. Purified and add A-Tailing Mix, incubate at 37 °C for 30 min. Then combine the Adenylate 3′ ends DNA, Adapter and Ligation Mix, incubate the ligate reaction at 20 °C for 20 min. Several rounds of PCR amplification with PCR Primer Cocktail and PCR Master Mix were performed to enrich the cDNA fragments. Then the PCR products were purified with Ampure XP Beads (AGENCOURT). The Qualified libraries will amplify on cBot to generate the cluster on the flowcell (TruSeq PE Cluster Kit V3–cBot–HS, Illumina). The amplified flowcell will be sequenced pair end on the HiSeq 2000 System (TruSeq SBS KIT-HS V3, Illumina), read length 50. Reads were mapped to Mouse Genome Assembly GRCm38.p5 by STAR v2.5. Gene and isoform expression quantification was called by RSEM v1.2 with default parameters on GENCODE mouse M16 gene annotation file. Differential expression analysis was performed by Bioconductor package edgeR v3.18.1. Significantly changed genes were chosen according to two criteria: (1) significance level *p* < 0.05; (2) expression level average FPKM values bigger than 1 in either treatment or control groups. Significantly changed genes for more than 1.5-fold, which were used for gene ontology enrichment analysis using the website of Gene Ontology Consortium (http://www.geneontology.org), were further filtered with the following criteria: (1) significance level *p* < 0.05, FDR < 0.25; (2) expression level average FPKM values bigger than 5 in either treatment or control groups. (3) Fold change of mean expression between a-DR3 and control group is more than 1.5. Heatmap was generated with software HemI 1.0. Normalized heatmap was based on the standard score (Z score) and generated with software HemI 1.0. The standard score of a raw score *x* is $${\mathrm{Z}} = \frac{{{\mathrm{x}} - {\mathrm{\mu }}}}{{\mathrm{\sigma }}}$$, where *μ* is the mean of the FPKM value of each sample and σ is the standard deviation of the FPKM value of each sample.

### Human samples

Tonsil tissues were cut into 3–10 -mm fragments, and mechanically disrupted using the plunger end of a plastic syringe. Cell suspensions were filtered through a 70-µm cell strainer, and mononuclear cells were isolated with Lymphoprep^TM^ (Axis Shield). Human tonsils were from tonsillectomies, and informed consent was obtained from all participants in this study. The study was approved by the Independent Ethics Committee of Shanghai Tongren Hospital (approval number 2016-020-01).

### Reagents

α-CD40 (FGK4.5) was from Bioxcel. DSS was purchased from MP biomedicals. Z-VAD-FMK was from Apexbio Technology. Compound inhibitors used for in vitro study were SB 203580 (Selleck Chemicals), PF-3644022 (Tocris), SP600125 (Selleck Chemicals), Bay11-7085 (Selleck Chemicals), and SCH772984 (Apexbio Technology). Recombinant human TL1A was from Peprotech. DR3-Fc was synthesized by Biointron Biological Inc. Briefly, DR3-Fc was constructed by conjugating extracellular domain of mouse DR3 with mouse IgG1. The plasmid was purified from transiently transfected supernatant of the HEK293F cells by Protein A affinity column.

### Quantitative real-time RT-PCR

RNA was isolated with Trizol reagent (Invitrogen). cDNA was synthesized using the GoScript™ Reverse Transcription kit (Promega). Real-time PCR was performed using SYBR Green (Bio-rad). Reactions were run with the Mx 3000 P Q-PCR System (Angilent). The results were displayed as relative expression values normalized to β-actin. A list of primers used for real-time RT-PCR is presented in Supplementary Table 2.

### Statistical methods

Unless otherwise noted, statistical analysis was performed with the Mann–Whitney U test on individual biological samples using GraphPad Prism 5.0 program. The data from such experiments are presented as mean values ± SEM; *p < 0.05 was considered statistically significant; **p < 0.01; ***p < 0.001. For analyses where Student’s *t* tests were used, Klomogorov–Smirnov test was performed to confirm data are normally distributed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

The source data for Figs. 1B-J, 1L-N, 1P-R, 2A-E, 2G, 2H, 2J, 2K, 2N, 3A-C, 3E-O, 4A-G, 5A-G, 5I, 6A, 6B, 6D, 6E, 6G, 6H-J, 7A-Q and supplementary Figures 1A, 1B, 1G, 1H, 1J, 1K, 2B, 2C, 2E, 2F, 5A-D, 5F-H, 6B-F, 7A-G, 8A, 8B, 8D, 8K are provided as a Source Data File. RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE114546. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Activation of DR3 signaling causes loss of ILC3s and exacerbates intestinal inflammation
**Source:** Nat Commun. 2019 Jul 29;10:3371. doi: 10.1038/s41467-019-11304-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: List of genes with significantly differential expression analyzed by RNA-seq. *Rag1*<sup>-/-</sup>*Rorc*<sup>gfp/+</sup> mice were treated with PBS or 1ug of α-DR3 once and large intestinal LPLs were isolated 3 days later. Duplicates mRNA of FACS purified ILC3s (Lin<sup>-</sup>GFP<sup>+</sup>) cells was extracted and subjected to genome-wide analysis (RNA-seq). FPKM value in all detected genes in duplicate samples, genes with significant change in expression and genes with the expression significantly up or down for more than 1.5 fold were shown.

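Of the 1999 genes whose FPKM per library was used here from this supplement, 1295 had a mean FPKM over 1 in either group and 247 of those are also in the authors' deposited table. The means of the duplicates in the supplement differed from the group means of the authors' deposited table by at most 1.14e-13 FPKM. The sheets of upregulated and downregulated genes select on the ratio of these means, and the sheet of significantly changed genes gives the fitted log2 fold change, so a gene can be past 1.5-fold on one scale and not on the other.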

How the deposited data were processed for this re-analysis (not part of the article)

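RNA sequencing of large intestinal ILC3s from *Rag1*-/- mice with a GFP reporter was analysed, with 2 libraries from α-DR3-treated mice (1 µg, day 3) and 2 from PBS-treated mice. According to the paper's methods, the authors pooled sorted cells of several mice for each library, mapped paired-end reads to GRCm38.p5 by STAR, quantified genes by RSEM on the GENCODE M16 annotation and compared the groups with edgeR. The authors deposited a table of this comparison, with 2179 genes and no column for a single library. Its log2 fold changes and log2 mean CPM are the values the authors obtained from edgeR. Its score of each gene is the likelihood ratio statistic of the authors, and the deposited p-value of each gene was that of a chi-square distribution with 1 degree of freedom to within 0.429%. The deposited FDR is the p-value the authors adjusted over about 12756 tested genes, as the ratio of FDR to p-value at the first gene implies. The FPKM values are the authors' means over the duplicate libraries of a group, computed by RSEM and not rescaled between libraries. The table gives gene lengths, and 5 gene symbols that a spreadsheet had turned into dates were restored from the gene identifiers. *Dusp8* is listed under 2 identifiers and was left out of matches by symbol. GENCODE M21, on the same genome build as the authors' M16, held 2149 of the 2179 identifiers and gave the coordinates.

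FPKM values of single libraries were taken from Supplementary Data 1 (1999 genes) and worked back from the Z scores of Supplementary Fig. 5A, B with the authors' group means (69 genes). The depth of the libraries is unknown, because no counts per library were used. The planned tests assumed counts or FPKM of each library. As the deposited file holds the authors' comparison, the counts of genes by the paper's criteria are counts of the authors' calls. In addition, limma (lmFit and eBayes with a trend, two-sided, Benjamini-Hochberg adjustment) was run on log2(FPKM + 1) for the 1295 genes of Supplementary Data 1 with a mean FPKM over 1 in either group. On simulated data, in which 200 of 1295 genes were changed by 2 on the log2 scale, limma recovered 100% of the changed genes. Of its calls, 5.21% at an adjusted p under 0.05 and 22.5% at 0.25 were unchanged genes. The simulated noise was normal, independent and of the same SD for all genes and both groups. A change of 2 is also larger than most that limma called in the real libraries, so recovery and error rates there can differ. Gene sets were tested with a two-sided Fisher's exact test of higher and lower members against the other listed genes, adjusted over 19 sets with at least a few listed genes. In 200 random simulated sets this test made 0 calls at an adjusted p under 0.05 and passed an unadjusted 0.05 in 3% of them, and it recovered the 1 set with a built-in shift. Because only listed genes enter, the test compares directions among changed genes and not the share of a pathway that changed.

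Some genes are not reported here. The genes named are those the paper names for the sequencing, those in the source data of Supplementary Fig. 5A-C, those whose products the paper discusses, members of the gene sets, and the 5 highest and 5 lowest log2 fold changes among genes that met the paper's criteria and whose groups did not overlap. The main settings, the alternatives and this rule were set before the data were examined, except for limma on the supplement, a ratio strictly over 1.5, group means divided by the median ratio, the mean FPKM filter on genes with an FDR under 0.05, and Fisher's exact test in place of camera, which were chosen after seeing the data. The gene lists were written before the deposited values were examined but after the paper's supplement, which holds many of the same values, had been read. The alternatives covered pseudocounts of 0.1 and 5 in place of 1, limma without the trend, division by the median ratio, filters on low FPKM, an FDR of 0.05 in place of 0.25, the 1.5-fold limit on the fitted scale, a replicate block, each library left out in turn, and random matched sets. The pairing of replicates comes from the replicate numbers in the sample labels, and the paper's text does not name the duplicates as paired. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, limma 3.58.1 and the pathway file of fgsea 1.28.0 were used.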

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

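The tests in this part were chosen after the results had been seen, on gene lists written after the paper's supplement had been read. All values are from the authors' deposited table unless stated otherwise.

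Genes that mark myeloid and dendritic cells, which the paper does not discuss for the sequencing of ILC3s, were higher in the libraries from α-DR3-treated mice. The authors' deposited table lists 9 of 35 such markers, and all 9 were higher, with a median log2 fold change of 2.72 (two-sided Fisher's exact test, adjusted p = 0.0192 over 19 sets; adjusted p = 0.00190 against random matched sets). Of these markers, *C1qa*, *C1qb*, *C1qc*, *Cd14*, *Csf2rb* and *Cybb* had a mean FPKM under 1 in PBS. The table lists only genes with a mean FPKM over 1 in either group, so these could enter it only if higher. Their direction was thus set by the filter, and the result of Fisher's exact test rests in part on it. The mean FPKM of *Lyz2* was 37.9 in α-DR3 and 4.09 in PBS in the authors' deposited table, that of *C1qb* 4.17 and 0.67, and that of *Cybb* 2.20 and 0.22. RNA of myeloid or dendritic cells in the sorted ILC3s may account for these genes, and the paper reports infiltration of CD11b+ cells after α-DR3. The rise of the markers is no separate evidence for this, as the same genes raised the question. The MHC class II genes, which such cells also express, rose by a median of 1.86. The flow cytometry by which the paper measures MHCII on ILC3s is another experiment and was not analysed here. Collagen and other stromal genes were also higher in 5 of 5 listed (adjusted p = 0.128 by Fisher's exact test), which is not past the threshold. Expression by ILC3s themselves could not be separated from RNA of other cells with these data.

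*Csf2rb*, which encodes the shared subunit of the GM-CSF receptor, had a log2 fold change of 3.85 with an FDR of 7e-15 in the authors' deposited table, at a mean FPKM of 1.99 in α-DR3 and 0.22 in PBS. The paper measured this gene by RT-PCR in Fig. 3a, b and states that it was not detected on ILC3s. The legend names no α-DR3 treatment of those mice, so the low PBS mean is the closer counterpart. The value of *Csf2rb* in the sequencing is listed in Supplementary Data 1 but not discussed in the paper's text. The other 8 listed myeloid markers had a median log2 fold change of 2.45, so the rise of *Csf2rb* may come from RNA of myeloid or dendritic cells in the sorted ILC3s. Induction in ILC3s was not tested apart from it.

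Interferon-induced genes were higher in α-DR3 for 92.9% of those listed, 13 of 14, with *Gbp4* lower (adjusted p = 0.0192 by Fisher's exact test). *Iigp1* and *Cxcl9* had log2 fold changes of 1.47 and 2.22 in the authors' deposited table. By the ratio of mean FPKM 13 were also higher. The smallest fitted change of these genes was 0.43 in size on the log2 scale. The median shift between the ratio of means and the fitted scale was 0.10 (quartiles 0.06 and 0.12). The ratio of means lay below the fitted fold change, so this shift would make genes look lower and not higher in α-DR3. The fitted changes were not taken from the FPKM values, and listed genes were selected on their p-value. The size of these changes is therefore no test of the scale of the FPKM values. Against random sets matched on mean expression the adjusted p was 0.691, so the median log2 fold change did not stand apart from that of other listed genes. That median is signed, so this test does not measure the size of the changes alone. Whether RNA of other cells raised these genes was not tested.

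Cell cycle genes were higher in α-DR3 for only 36.2% of those listed, 25 of 69, with 44 lower (Reactome pathway; adjusted p = 0.0170 by Fisher's exact test, adjusted p = 0.434 against random matched sets). The median length of the cell cycle genes was 5652 bases, against 4914 for the other listed genes. By the other listed genes of the same lengths (10 bins), 45.5% would be expected lower, against 63.8% of the cell cycle genes, so gene length bias did not account for most of this difference. Across all listed genes Spearman's correlation of log2 fold change and gene length was -0.12, a weak relation, and the median length was 4384 bases in upregulated and 4799 in downregulated genes. No biological explanation was tested for this set apart from the proliferation genes under the other observations.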

How the results depend on the processing

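The split into upregulated and downregulated genes depended on the scale. By the paper's criteria 515 genes were upregulated and 609 downregulated in the authors' deposited table (45.8% upregulated), but the 1.5-fold limit on the fitted log2 scale gave 634 and 457 (58.1%). Group means rescaled by median ratio, an alternative chosen after seeing the data, gave 619 and 474 (56.6%), with all 515 upregulated and 474 of the downregulated genes shared. An FDR under 0.05 gave 429 and 274 (61.0%). A ratio strictly over 1.5 gave 514 and 609. The genes at an FDR under 0.05, 646 higher and 330 lower, became 476 and 281 with a mean FPKM over 5.

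In limma on the 1295 genes of Supplementary Data 1, 121 genes were higher and 182 lower at an adjusted p under 0.25 (39.9% higher), and median-ratio scaling turned this to 175 and 128 (57.8%). At 0.05, the counts of 15 higher and 15 lower changed to 7 and 4 without the trend, 31 and 16 with median-ratio scaling, 24 and 23 with a pseudocount of 0.1, and 9 and 9 with a pseudocount of 5. Without a filter, 0 and 0 of 1781 genes passed, while 310 had an unadjusted p under 0.05. At 0.25, 114 genes were higher and 137 lower without a filter. With an FPKM over 1 in every sample, the counts were 11 and 14 at 0.05 and 100 and 169 at 0.25. With the replicate block, the counts were 182 and 263 at 0.25 and 43 and 49 at 0.05. The block could not be used for the gene sets or the paper's criteria, which come from the authors' deposited table. The cause of these changes in number was not tested.

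The median log2 difference of these genes was -0.09; it was -0.017 with median-ratio scaling, which removes such a shift by design, and from -0.116 to -0.052 with each library left out in turn. The direction of the authors' deposited table was found for 246 to 247 of 247 listed genes with a library left out, but these genes were selected in the same libraries, so this shows no stability.

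Of the 19 gene sets, the test against random matched sets changed 5: the adjusted p of the CCR6+ LTi-like genes became 0.601, of the interferon-induced genes 0.691, of cytokine signaling 0.434 and of the cell cycle 0.434, all under 0.05 by Fisher's exact test, whereas that of the NCR+ genes went from 0.228 to 0.00380. The cause was not tested. The myeloid markers and the MHC class II genes were under 0.05 by both tests.

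For the 18 single genes with per-library values examined here, none of the 126 alternative values reversed and 8 moved by more than the pooled SD, 2 with a pseudocount of 0.1, 3 with a pseudocount of 5 and 3 with median-ratio scaling. With 2 libraries per group, leaving out a library cannot move a difference by more than the pooled SD, so only its sign was open to change.

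DESeq2, the exact test of edgeR and library size alone were not run, because they need counts, and camera was not run, because it needs all genes. The unknown depth leaves the counting error of genes with low FPKM open.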

Differences from the paper's values

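The paper's counts of 515 upregulated and 609 downregulated genes were met by its criteria on the authors' deposited table, where the ratio of means had to be at least 1.5. The paper's log2 fold changes from Supplementary Data 1 were compared with log2 differences of FPKM for 17 named genes, of which 7 differed by more than the replicate SD, none in sign. Of the same 17 genes, 2 differed with median-ratio scaling, 4 with a pseudocount of 0.1 and 8 with a pseudocount of 5. With a library left out, 9 differed without α-DR3 replicate 1, 12 without α-DR3 replicate 2, 9 without PBS replicate 1 and 6 without PBS replicate 2.

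For *Ltb* the log2 difference was 0.69 against the paper's 0.78, and of the alternatives set before the data were examined only median-ratio scaling (0.77) closed the gap. For *Ccr9* it was -1.79 against the paper's -2.07, and only a pseudocount of 0.1 (-2.09) closed it. For *Ccr6* it was 1.19 against the paper's 1.36. A pseudocount of 0.1 (1.21), median-ratio scaling (1.27) and leaving out α-DR3 replicate 1 (1.29) or PBS replicate 2 (1.32) closed this gap, and a pseudocount of 5 and leaving out either other library did not.

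For *H2-Ab1* the log2 difference was 1.75 against the paper's 1.87, and only median-ratio scaling (1.84) closed the gap. For *H2-DMa* it was 0.60 against the paper's 0.77, and median-ratio scaling (0.68) and leaving out α-DR3 replicate 2 (0.70) alone closed it. For *H2-DMb2* it was 3.00 against the paper's 3.31, and only a pseudocount of 0.1 (3.21) closed it. For *H2-Oa* it was 1.32 against the paper's 1.47, and median-ratio scaling (1.40) and leaving out α-DR3 replicate 1 (1.39) alone closed it.

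The paper's text and source data place *Map2k3* among upregulated genes of the MAPK cascade and *Zfp36l1* among downregulated genes. The ratio of mean FPKM of *Map2k3* was 1.47, and the FDR of *Zfp36l1* was 0.260 in the authors' deposited table, so neither met the 1.5-fold criteria. On the fitted log2 scale of the authors' deposited table, at 0.63, *Map2k3* was past 1.5-fold.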

Other observations

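The tests in this part were chosen after the results had been seen, on gene lists written after the paper's supplement had been read.

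The ratio of mean FPKM lay below the fitted fold change of the authors' deposited table by a nearly constant amount, a median of 0.10 on the log2 scale (quartiles 0.06 and 0.12 over 2169 genes). The 1048 genes outside the table in the part of Supplementary Data 1 used here had a median log2 difference of -0.10, though this part need not be a random sample. The scale of the FPKM values, which were not rescaled between libraries, may therefore account for why the paper's criteria give more downregulated than upregulated genes, as the shift of 0.10 was of the size of that of the unlisted genes. *Il22* took 4.93% of the counts in α-DR3 and 1.78% in PBS by the fitted expression. By calculation this alone would change the other genes by -0.047 on the log2 scale, or 47.8% of the shift. *Il22* could thus account for a part of the shift and not the whole, but the scale was not recomputed without this gene.

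CCR6+ LTi-like genes and NCR+ genes moved in opposite directions: 10 of 11 listed genes of the former were higher and 8 of 12 of the latter lower in the authors' deposited table (two-sided Fisher's exact test between the lists, p = 0.00942). A changed mix of ILC3 subsets may give this, and the paper reports by flow cytometry a trend to more CCR6+ and fewer NCR+ cells. *Gzma*, *Ccl5*, *Gzmb* and *Ccl3* were the exceptions among the NCR+ genes. Regulation within each subset would give the same values, so these explanations could not be told apart.

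*Zfp36*, *Zfp36l1*, *Nr4a1* and *Junb*, which were lower in α-DR3, are also induced when tissue is dissociated. Among 8 other listed genes of that kind 4 were lower and 4 higher, that is 50% lower, so no general fall was seen, but 8 genes are too few to rule out a difference in cell handling for the 4 named genes. *Dusp2* (-1.36) and *Btg2* (-0.84) fell and *Ier3* (1.31) and *Egr2* (1.22) rose in the authors' deposited table.

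The paper reports more Ki67+ ILC3s after α-DR3, at a later time than the sequencing. In the sequencing, at day 3, *Mki67* had a log2 fold change of -0.59 with an FDR of 0.139 in the authors' deposited table, at a mean FPKM of 1.42 in α-DR3 and 2.27 in PBS. Of 5 listed proliferation genes 4 were lower, with a median of -0.59 (adjusted p = 0.249 by Fisher's exact test), so more cycling cells would not give these values, but the set was not past the threshold.

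The α-DR3 libraries differed from each other more than the PBS libraries. Among the 49 upregulated genes with per-library values, 37 were higher in α-DR3 2 than in α-DR3 1, and in 25 these libraries were more than 1.5 times apart. Among the 20 downregulated genes, 3 were higher in α-DR3 2. No explanation was tested for this difference.

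The paper's RT-PCR values in ILC3s were compared with the sequencing for 10 genes of Fig. 5b and Supplementary Fig. 5C, and these 10 changed in the direction of the ratio of mean FPKM. The RT-PCR values of *Map2k3* and *Traf1* in Fig. 5c, from ILC3s treated in vitro, were not used here. The paper's RT-PCR mean in α-DR3 over that in PBS was 2.00 for *Tnfsf4*, 2.55 for *Ccr7* and 1.58 for *Il22*, while the ratio of mean FPKM was 10.8, 5.43 and 2.56. For *Itgb7* the paper's RT-PCR gave 0.538 and sequencing 0.565, for *Zfp36l1* 0.475 and 0.632, and for *Ltb* 1.73 and 1.61. *Itgb7*, *Zfp36l1* and *Ltb* changed more by RT-PCR, and the other genes compared changed more by sequencing.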
